# TOR balances plant growth and cold tolerance by orchestrating amino acid-derived metabolism in tomato

**DOI:** 10.1093/hr/uhae253

**Published:** 2024-09-05

**Authors:** Zihao Li, Lin Yang, Yanni Wu, Ran Zhang, Sen Yu, Liwen Fu

## Abstract

The target of rapamycin (TOR) kinase is a central signaling hub that plays a crucial role in precisely orchestrating plant growth, development, and stress responses. This suggests that TOR is intricately involved in maintaining the balance between plant growth and stress responses. Nevertheless, despite the observed effects, the specific mechanisms through which TOR operates in these processes remain obscure. In this study, we investigated how the tomato (*Solanum lycopersicum*) TOR (*Sl*TOR) affects plant growth and cold responses. We demonstrated that *Sl*TOR inhibition transcriptionally primes cold stress responses, consequently enhancing tomato cold tolerance. A widely targeted metabolomics analysis revealed the disruption of amino acid metabolism homeostasis under cold stress upon *Sl*TOR inhibition, which led to the accumulation of two important cryoprotective metabolites: salicylic acid (SA) and putrescine (Put). Next, we discovered *Sl*PGH1 (2-PHOSPHO-D-GLYCERATE HYDRO-LYASE 1) as a direct substrate of *Sl*TOR. Inhibiting *Sl*TOR led to increased *SlCBF1* (*C-REPEAT-BINDING FACTOR 1*) expression via *Sl*PGH1, potentially triggering the activation of cold-responsive genes and subsequent metabolic alterations. Our study provides a mechanistic framework that elucidates how *Sl*TOR modulates amino acid-related metabolism to enhance tomato cold tolerance, which sheds light on the complex interplay between growth and stress responses orchestrated by TOR.

## Introduction

In response to adverse environmental factors like cold, heat, drought, salinity, limited nutrients, and various pathogens, plants redirect their limited resources from growth toward stress responses, which enables them to survive under unfavorable conditions, albeit at the expense of growth [1]. Such a trade-off between growth and stress responses plays a significant role in determining the fitness and survival of plants. Therefore, comprehending the molecular mechanisms driving this trade-off is crucial.

Target of rapamycin (TOR) is an evolutionarily conserved serine/threonine protein kinase found in eukaryotes, which exerts its function in complex forms [2]. In yeast and mammals, two main TOR complexes have been characterized [3]. Despite the high amino acid sequence similarity with mTOR, only one TOR complex has been identified in plants, comprising LST8, Raptor, and TOR itself [4]. TOR is a central signaling hub in plants, integrating various internal and external signals to finely orchestrate nearly every aspect of plant growth and development [5–12]. Furthermore, mounting evidence indicates that TOR also significantly regulates plants’ responses to diverse abiotic and biotic stresses [2, 13–16]. Different researchers have carefully examined the TOR-guided growth–defense trade-offs due to TOR’s essential roles in both processes [13, 17]. The underlying mechanism for TOR-steered growth–defense trade-offs, however, remains elusive. The transition between growth and defense involves significant transcriptional, translational, and metabolic changes to reallocate energy and nutrients between these two biological processes. It is yet to be tested whether and how TOR functions in this process.

The frequency of low-temperature events has significantly increased in recent years due to unpredictable climate changes [18]. Tomato, an economically significant global vegetable crop originating from tropical and subtropical regions, is particularly vulnerable to low temperatures throughout all stages of its growth and development [19, 20]. Plants have developed sophisticated mechanisms to promptly detect and respond to cold stress. Cold stress is primarily sensed by the cell membrane, causing changes in membrane fluidity, lipid composition, and function of membrane-bound proteins, finally activating downstream cold stress responses [18]. Cold stress responses involve the central role of C-Repeat-Binding Factors (CBFs). Under cold stress, CBFs trigger a large-scale transcriptional reprogramming, particularly inducing the cold-regulated genes modulating cryoprotective metabolite accumulation, which enhance plant cold tolerance [18]. TOR’s role in *Arabidopsis* cold stress responses has been carefully examined by some independent studies [21–23]. Cold stress dynamically affects TOR activity. Initially, TOR activity is inhibited rapidly and transiently; however, prolonged cold stress leads to an enhancement of TOR activity [21, 23]. TOR-regulated cold responses are intricate. For instance, the FERONIA-ROP2-TOR axis has been demonstrated to promote root hair growth in response to low temperatures [23]. Estradiol-induced *tor* mutant was reported to exhibit increased cold tolerance [21]. Conversely, another independent research suggested that TOR positively regulates cold stress responses [22]. These findings underscore the complex and multifaceted involvement of TOR in cold stress responses.

Here, we reveal that inhibition of *Sl*TOR induces numerous cold-regulated genes while decreasing the expression of growth-related genes, highlighting *Sl*TOR’s pivotal role in balancing cold stress responses and growth. Our findings suggest that cold stress promptly and transiently suppresses TOR activity, and blocking TOR function amplifies plants’ tolerance to cold. Metabolomics analysis revealed that inhibiting TOR during cold stress disrupts the amino acids biosynthesis and promotes the production of salicylic acid (SA), putrescine (Put), and various flavonoids, contributing to enhanced cold stress tolerance. Then, we identified 2-phospho-D-glycerate hydro-lyase 1 (*Sl*PGH1) as a direct substrate of *Sl*TOR. Inhibiting *Sl*TOR increased *SlCBF1* expression through *Sl*PGH1, potentially activating cold-responsive genes and inducing metabolic reprogramming. This investigation delineates how *Sl*TOR orchestrates amino acid-related metabolism to bolster tomato cold tolerance and deepens our comprehension of the TOR-mediated growth–defense trade-off.

## Results

### *Sl*TOR promotes growth and drives large-scale transcription reprogramming

To investigate the function of *Sl*TOR in tomato (Micro-Tom) growth, we generated estradiol-inducible RNA interference *tor* transgenic tomato plants (*tor-es*). These *tor-es* plants were treated with 10 μM estradiol in 1/2 MS medium, leading to the repression of *SlTOR* transcripts (Fig. 1a). Subsequently, we observed inhibited root elongation in *tor-es* seedlings 7 days after germination (Fig. 1b–c). Different chemical inhibitors are widely used to study TOR’s function in plants [4, 24]. We first checked these inhibitors’ effects on *Sl*TOR activity. *At*TOR-induced phosphorylation of *At*S6K1 is a conserved indicator of endogenous *At*TOR activity [25]. Considering the conservation between *At*TOR and *Sl*TOR [24], we overexpressed *AtS6K1* in tomato to monitor *Sl*TOR activity. Gradient concentrations of Torin2 or AZD8055 (0, 0.1, 1, and 5 μM) were applied to the transgenic seedlings. Gradually reduced phosphorylated *At*S6K1 protein was detected in the immunoblot analysis post-TOR inhibitor treatment, and 5 μM Torin2 or AZD8055 effectively blocked *Sl*TOR activity (Fig. 1d and 1g, Fig. S1). Next, we examined the impact of these TOR inhibitors on tomato growth. Wild-type (WT) tomato seeds were germinated on 1/2 MS medium with Torin2 or AZD8055 (0, 0.1, 1, and 5 μM). After 7 days, we noted a gradual inhibition of root growth in tomato seedlings grown on TOR inhibitor-containing medium (Fig. 1e-f, 1h-i). Notably, 5 μM Torin2 or AZD8055 significantly impeded tomato root growth, consistent with the *Sl*TOR activity measurements (Fig. 1d–i, Fig. S1).

**Figure 1:**
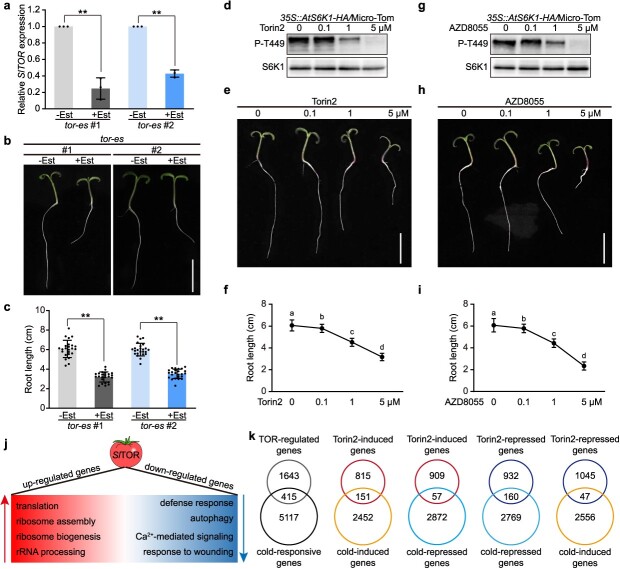
*Sl*TOR promotes growth and drives large-scale transcription reprogramming in tomato. (a) RT-qPCR analysis of the transcript level of *SlTOR* in 7-day-old estradiol-inducible RNA interference *tor-es* seedlings with or without 10-μM Est treatment at the time of germination. Mean ± SD, *n* = 3 biological replicates. (b) *tor-es* tomato plants exhibited severe growth arrest under estradiol (Est) treatment. Est (10 μM) was added at the time of germination for 7 days. Scale bar = 2 cm. (c) Quantification of the root length of (b). Data were analyzed from 24 seedlings for each treatment from three experiments, and expressed as mean ± SD. (d) and (g) Western blot analysis of *Sl*TOR kinase activity in *35S::AtS6K1-HA/*Micro-Tom transgenic seedlings, based on phosphorylation of Thr449 on S6K1 (P-T449, a specific phosphorylation site of TOR kinase on S6K1) after treatment with indicated concentrations of Torin2 (d) or AZD8055 (g). (e) and (h) Torin2 (e) or AZD8055 (h) retarded tomato seedling growth. Tomato seeds were germinated on 1/2 MS medium with different concentrations of Torin2 or AZD8055 for 7 days. Scale bars = 2 cm. (f) and (i) Quantifications of the root length of (e) and (h). Data were analyzed from 30 seedlings for each treatment from three experiments, and expressed as mean ± SD (j) An overview of biological processes regulated by *Sl*TOR signaling as determined by RNA-seq analysis. 10-day-old tomato seedlings were treated with or without 5 μM Torin2 for 2 h. The RNA-seq results indicated that *Sl*TOR promoted growth-related biological processes while suppressing stress responses. (k) Comparisons between the TOR-regulated and the cold-regulated transcriptomes. Statistical significance in (a) and (c) was determined by two-sided Student’s *t*-test. ^**^, *P* < 0.01. Statistical significance in (f) and (i) was determined by one-way ANOVA with Tukey’s *post hoc* test. Lowercase letters indicate statistically significant differences between the mean values (*P* < 0.05).

RNA-seq analysis was further conducted using total RNA extracted from 10-day-old tomato seedlings subjected to 2-h treatment with 5 μM Torin2 to investigate *Sl*TOR’s function. 

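Whole Micro-Tom seedlings gave 8 libraries, 4 from mock-treated and 4 from Torin2-treated seedlings, each a separate biological replicate. The mock treatment held the solvent, DMSO, at 0.1%, and the seedlings grew at 25 °C. The authors aligned paired-end reads of 150 bp to the tomato genome SL4.0 with HISAT2. They deposited FPKM values, the fragments of each gene per kilobase of gene, already scaled by them for the depth of the library. Values were given for 34688 genes, and 25571 of them were above 0 in at least 1 library. Every positive value was a whole number of fragments after division by a single factor per library and a single length per gene, which gave back the depth and the gene lengths. The depth ranged from 36989257 to 39868131 fragments per library, with a median of 39500694 in the mock-treated and 38521214 in the Torin2-treated seedlings. Across genes, Pearson's r of the log2 values ranged from 0.943 to 0.984 between libraries of the same condition and from 0.926 to 0.959 between a mock and a Torin2 library; genes are not independent replicates. Expression was compared on log2(FPKM + 0.1) with limma for the 22330 genes with a mean of at least 0.1 FPKM over the 8 libraries.
Inside both conditions the libraries were parted into 2 kinds, although the paper's text names no batch. The kind of a library was set by its side on the first component of the deviations from the condition means. Mock replicates 1 and 2 and Torin2 replicates 2 and 4 formed the first kind, and mock replicates 3 and 4 and Torin2 replicates 1 and 3 the second. The first component of these deviations held 53.6% of their variance. Any data would give 2 sides on such a component, so that some difference between the kinds was built in. Each kind has 2 libraries of each condition, so that the treatment can be compared within a kind. The 10 genes with the most fragments took between 5.63% and 6.91% of the fragments in libraries of the first kind and between 8.59% and 12.0% in those of the second. The difference between the second and the first kind fell with gene length, with a Spearman's rho across genes of -0.54 in the mock-treated and -0.46 in the Torin2-treated seedlings.

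**Figure D1:**
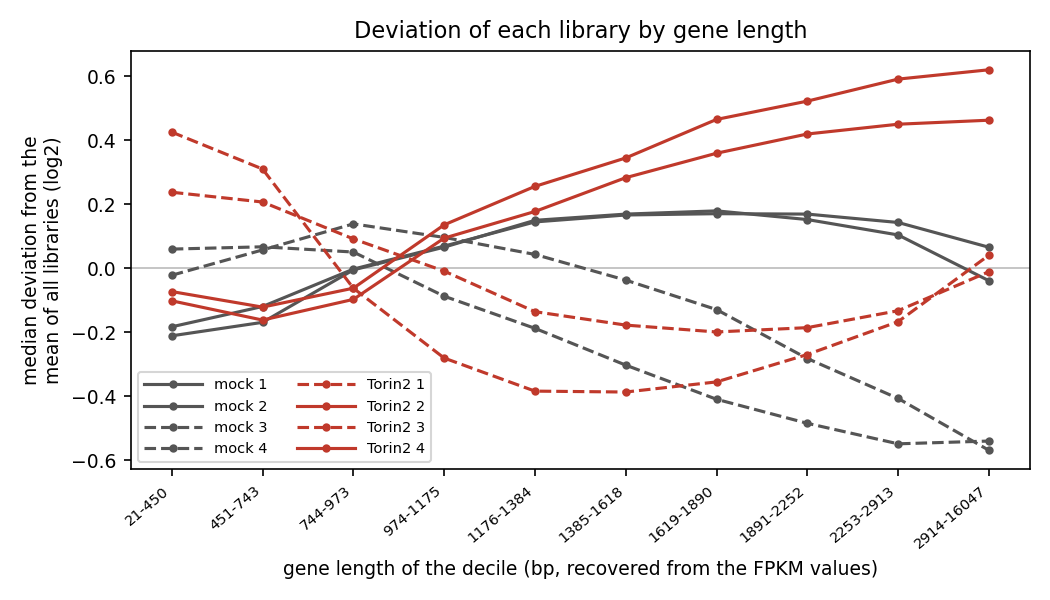
Median deviation of each library from the mean of the 8 libraries (log2, vertical axis) in 10 deciles of gene length (bp, horizontal axis), with mock libraries in grey, Torin2 libraries in red, the first kind as solid and the second as dashed lines. In the decile of the longest genes, 2914 to 16047 bp, the median difference between the second and the first kind was -0.57 in the mock and -0.54 in the Torin2 libraries.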

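With an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and an absolute log2 fold change over 1, 1857 of the 22330 genes tested differed between Torin2-treated and mock-treated seedlings. Of these, 1186 genes were upregulated and 671 were downregulated, so that 63.9% were upregulated. Before adjustment, 6502 genes had a p under 0.05. The count moved most when the test itself was set against a log2 fold change of 1 (limma's treat), which left 52 upregulated and 115 downregulated genes. On the deposited scale the median log2 fold change of all genes tested was 0.16. It was 0.04 after median-of-ratios scaling and 0.02 after quantile normalization, and the share of upregulated genes was then 47.3% and 44.1%. In both kinds of libraries, each of the 1857 genes changed in the direction it had over the 8 libraries, and 1329 of them (71.6%) exceeded the fold change cut-off in both kinds. The genes were chosen over these same libraries, which largely fixed their direction within each kind. After the trend of each library with gene length was removed, 737 of the 1186 upregulated genes (62.1%) and 643 of the 671 downregulated genes (95.8%) still passed both cut-offs.
The authors' own list of differentially expressed genes came from edgeR, and 1997 of its entries could be read. All of the 1966 entries that were tested here had the sign of the authors' log2 fold change, with a Pearson's r of 0.968 and a Spearman's rho of 0.974 across genes, which are not independent replicates. The entries were chosen in these same libraries, which largely fixed their signs. Of the 1997 entries, 1442 passed both cut-offs (72.2%, 95% Wilson interval 70.2% to 74.1%), comprising 826 of 966 upregulated and 616 of 1031 downregulated entries. The interval treats entries as independent draws and does not cover the spread between libraries. With 1 library left out, the share ran from 50.7% to 72.0%. This share was highest, at 85.7%, with limma-voom on the recovered fragments and lowest, at 47.8%, with a pseudocount of 1 FPKM.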

The analysis identified 2058 differentially expressed genes (DEGs) (FC > 2, FDR < 0.05) in Torin2-treated seedlings compared to the control group, with 966 genes upregulated and 1092 genes downregulated (Table S2). Gene ontology (GO) term enrichment analysis was then performed to investigate the *Sl*TOR-modulated biological processes. A total of 66.9% of the DEGs (1377 out of 2058) were associated with significantly enriched GO terms (Table S3). Specifically, the GO term enrichment analysis revealed that *Sl*TOR activation triggered multiple growth-promoting processes, including translation, ribosome assembly, ribosome biogenesis, and rRNA processing, while concurrently inhibiting defense-related mechanisms such as defense response, autophagy, Ca^2+^-mediated signaling, and wounding response (Fig. 1j, Table S3). 

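Table S3 names the genes of each GO term only among the authors' DEGs, so that their direction was given by the choice of genes, and no enrichment was computed. For translation, 23 of the 77 genes could be read. All of them were lower in the Torin2-treated seedlings, 15 passed both cut-offs, and their median log2 fold change was -1.11, or -1.28 relative to the median of all genes tested. The count for this term moved most with limma-voom on the recovered fragments, which placed all 23 past both cut-offs. All 11 genes of ribosomal large subunit assembly were lower, with a median of -1.14, and 7 of them passed both cut-offs. Of the 7 genes of ribosomal large subunit biogenesis, 5 passed, with a median of -1.16 over the term. The 13 genes of rRNA processing had a median of -0.98, and 5 of them passed; median-of-ratios scaling placed 12 of them past both cut-offs.
Among the defense-related terms, 23 of the 40 genes of defense response could be read and 22 were tested. All 22 were higher, with a median log2 fold change of 1.27, and 20 passed both cut-offs, against 11 after quantile normalization. All 7 autophagy genes passed, with a median of 1.27, and 4 of them still did once the trend of each library with gene length was removed. For calcium-mediated signaling, 5 of 7 genes passed, with a median of 1.5, and for response to wounding 14 of 16, with a median of 1.84. Over the 4 growth-related terms together, 47 different genes had a median of -1.10 and 26 of them passed both cut-offs. Over the 4 defense-related terms, 51 different genes had a median of 1.34 and 45 passed. Each of these genes kept the direction of its term in both kinds of libraries, after median-of-ratios scaling and after the removal of the trend with gene length. Their choice by direction in the same libraries made this likely beforehand. Median-of-ratios scaling moved the median of all genes tested only from 0.16 to 0.04, so that it could hardly reverse changes of at least 0.85 in size.

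**Figure D2:**
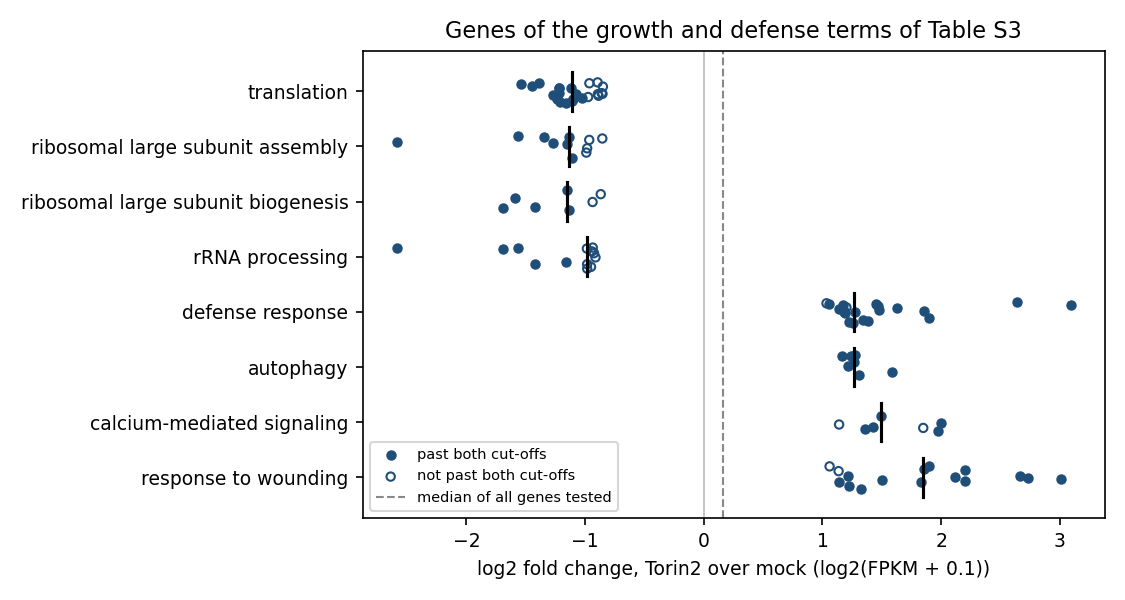
Log2 fold change (Torin2 over mock, horizontal axis) of each readable gene in the 8 GO terms (vertical axis), with filled points past both cut-offs, open points not past both and a black bar at the median of the term. The 23 translation genes lie below 0 with a median of -1.11 and the 16 wounding genes above 0 with a median of 1.84, and the dashed line marks the median of all genes tested, 0.16.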

The functional analysis suggests that *Sl*TOR could potentially operate as a critical regulator balancing growth and defense in tomato.

Examining the 966 Torin2-induced genes, several significant cold-regulated genes, including *SlCAMTA3* (*CALMODULIN-BINDING TRANSCRIPTION ACTIVATOR 3*, Solyc04g056270.4), *SlCBF1* (Solyc03g026280.3), and *SlZAT10* (*ZINC FINGER of Arabidopsis thaliana 10*, Solyc01g107170.2), were identified. This discovery prompted us to compare the 2058 *Sl*TOR-regulated genes with a set of previously reported 5532 cold-regulated genes [26]. This investigation unveiled a noteworthy overlap between these two gene sets, with 415 DEGs under Torin2 treatment also showing differential expression during cold stress (Fig. 1k, Table S4). 

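*SlCAMTA3* was measured at 7.75 ± 1.43 FPKM (SD, n = 4) in mock-treated and 21.3 ± 4.63 FPKM (SD, n = 4) in Torin2-treated seedlings. Its log2 fold change was 1.44 (standard error 0.24, adjusted p = 0.00147, limma with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 1.32 and 1.54, and it was 1.47 within the first and 1.41 within the second kind of libraries. The gene is 3632 bp long, and after the trend of each library with gene length was removed its log2 fold change was 0.92, under the fold change cut-off (limma adjusted p = 0.000557; over all alternatives from 2.06e-05 to 0.00971).
*SlCBF1* rose from 2.73 ± 0.519 FPKM (SD, n = 4) to 6.33 ± 2.26 FPKM (SD, n = 4). These values rest on 75 to 121 fragments per mock library and 148 to 336 per Torin2 library. The log2 fold change was 1.14 (standard error 0.29, limma adjusted p = 0.0196), with 0.98 in the first and 1.30 in the second kind of libraries. It ranged from 0.93 to 1.30 when single libraries were left out, and the gene passed both cut-offs in 4 of these 8 fits. After median-of-ratios scaling the change was 1.01 with an adjusted p of 0.0639, and the adjusted p ranged from 0.000678 to 0.112 over the alternatives.
*SlZAT10* rose from 8.09 ± 0.995 FPKM (SD, n = 4) to 36.2 ± 8.73 FPKM (SD, n = 4), a log2 fold change of 2.12 (standard error 0.24, limma adjusted p = 4.06e-05). Single libraries left out moved it between 2.01 and 2.29, and it was 1.94 within the first kind and 2.30 within the second. For each of these 3 genes, the 4 Torin2 libraries were above the 4 mock libraries. An exact two-sided permutation test over the 70 assignments gave p = 0.0286 each time, the smallest p that 4 libraries against 4 allow. The paper's reported log2 fold changes are 1.29 for *SlCAMTA3*, 1.1 for *SlCBF1* and 2.04 for *SlZAT10*.

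**Figure D3:**
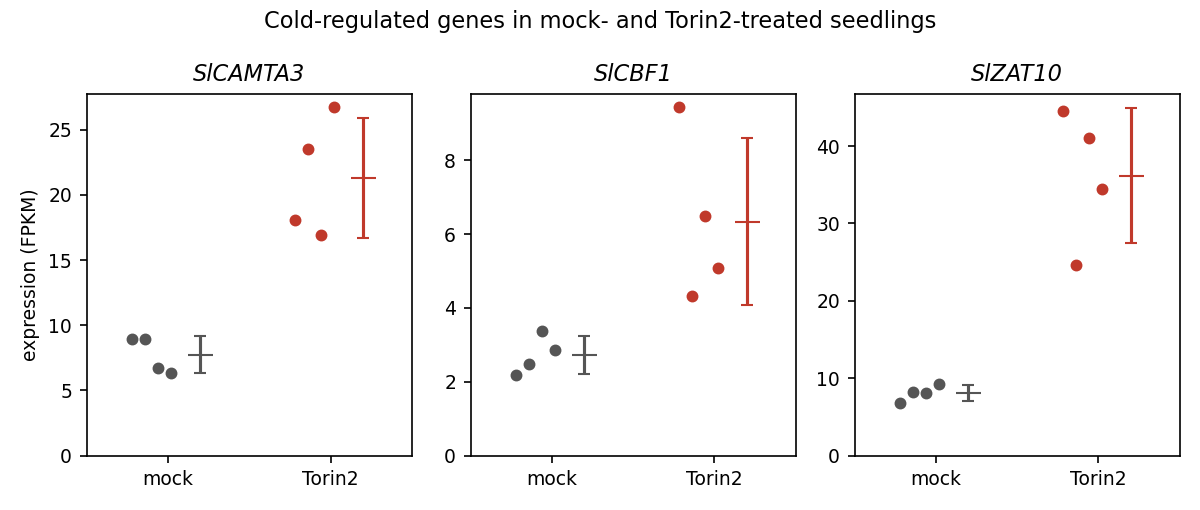
Expression (FPKM, vertical axis) of *SlCAMTA3*, *SlCBF1* and *SlZAT10* in each of the 4 mock (grey) and 4 Torin2 (red) libraries, with the mean and SD beside the points. *SlZAT10* shows the widest gap, with means of 8.09 and 36.2 FPKM, and in each panel the Torin2 points lie above the mock points.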

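The overlap that chance gives depends on the genes that could have been in both sets. With the 22330 genes tested here as the background, chance gives 509.8 shared genes, and the paper's 415 is 0.814 times that number. With all 34688 listed genes as the background, chance gives 328.2 shared genes, and the ratio is 1.26. The 25571 genes with any value above 0 give 445.2 by chance and a ratio of 0.932. These ratios take all genes of both sets to lie in the background, so that by construction they are lower in a narrower one. Not all of them lie in the narrower ones: in the part of the cold-regulated list that could be read, 131 of the 249 listed genes were among those tested, so that the chance overlap over the genes tested is overstated. Over all listed genes it is understated, since genes at 0 in every library could not have been Torin2-regulated.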

Among the 415 overlapping genes, 151 genes were enhanced by both Torin2 treatment and cold stress, and 160 genes were repressed by both Torin2 treatment and cold stress (Table S4). This indicates that 311 (151 plus 160) genes showed similar expression patterns, accounting for 75% of the 415 total overlapping genes. Furthermore, a higher number of overlapping genes was observed between Torin2-induced and cold-induced genes compared to the overlap between Torin2-induced and cold-repressed genes; and a similar pattern was also noted in the comparisons between Torin2-repressed and cold-repressed genes, as well as between Torin2-repressed and cold-induced genes (Fig. 1k, Table S4). 

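Within the overlap, the background plays no part. From the paper's counts of 151 and 57 Torin2-induced genes that were cold-induced and cold-repressed, and 47 and 160 Torin2-repressed genes, the odds ratio for the same direction was 9.02 (Fisher's exact test, two-sided, p = 4.64e-25). The marginal totals alone give 207.5 of 415 genes with the same direction, against the paper's 311 (74.9%). The share with the same direction was 72.6% of the Torin2-induced and 77.3% of the Torin2-repressed genes. In the part of Table S4 that could be read, 8 genes under the heading for Torin2-repressed and cold-induced genes have both fold changes, and 2 of them have these directions. The count of 47 was taken as the paper gives it, and whether it includes the other 6 was not checked. Under the other headings, all readable genes with both fold changes have the directions of their heading. These were 3 induced by both, 5 repressed by both and 3 Torin2-induced and cold-repressed genes. The test treats genes as independent, which co-regulated genes are not.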

The findings suggest that *Sl*TOR may have a negative regulatory effect on cold stress responses (Fig. 1k).

### *Sl*TOR negatively regulates cold stress responses

The transcriptome analysis indicated that *Sl*TOR might negatively regulate cold stress responses. To explore this further, we subjected 4-week-old tomato plants to a 2-h pretreatment with 10 μM Torin2 or AZD8055 through foliar spraying, followed by a 4°C treatment. The assessment of cell viability using electrolyte leakage analysis demonstrated that mock-treated plants exhibited a significant cell death phenotype at 4°C compared to the Torin2- and AZD8055-treated plants as early as 1 day post-treatment (Fig. S2a). With increasing treatment duration, the plants with *Sl*TOR inactivation maintained a reasonable level of cold tolerance even after enduring a 10-day cold stress period (Fig. S2a). As inhibition of *Sl*TOR induces the expression of cold-regulated genes and enhances cold tolerance, we speculated that cold stress might inhibit *Sl*TOR activity to trigger cold stress responses, serving as a strategy for plants to cope with cold stress. To investigate this further, transgenic tomato plants overexpressing *AtS6K1* were exposed to 4°C for various durations. Surprisingly, the cold treatment rapidly and temporarily inhibited *Sl*TOR activity, determined by the level of phosphorylated *At*S6K1 protein (Fig. S2b–c). However, *Sl*TOR activity recovered following 2 h of cold treatment (Fig. S2b–c). This dynamic response indicates that short-term *Sl*TOR inhibition is an early response to cold stress. Nevertheless, active *Sl*TOR is still essential for tomato plants during long-term cold exposure. Meanwhile, treating with Torin2 at 25°C or pretreating with Torin2 for 2 h before exposure to 4°C via foliar spray effectively inhibited TOR 2 h post-inhibitor treatment (Fig. S2d–g).

Based on the above results, the macroscopic differences resulting from *Sl*TOR inhibition or *SlTOR* knockdown were further analyzed at the initial stage of wilting in tomato plants (1 day post-4°C treatment, Fig. S2a). Specifically, 1 day after exposure to cold stress, we observed a more severely wilted state of the WT mock-treated plants and non-estradiol-treated *tor-es* plants compared to *Sl*TOR-repressed plants by chemical inhibitors or RNAi (Fig. 2a). To assess the wilted and necrotic phenotypes quantitatively, electrolyte leakage analysis and examination of hydrogen peroxide (H_2_O_2_) and superoxide anion (O_2_^• –^) levels were performed (Fig. 2b–c). The levels of intercellular free ions, H_2_O_2_, and O_2_^• –^ were significantly lower in TOR-dysfunctional plants compared to control plants at 4°C, but showed no significant differences at 25°C (Fig. 2b–c). Furthermore, RNA-seq data revealed that the suppression of *Sl*TOR led to transcriptional reprogramming of numerous cold-regulated genes (Fig. 1k). 

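Table S4 could be joined to the measured genes up to *Solyc01g066260*, the range over which its cold-induced and cold-repressed lists could be read. In this range 640 genes were tested, 49 of them passed both cut-offs (28 upregulated and 21 downregulated), and 131 were cold-regulated. The overlap was 10 genes, as many as the 10.0 that chance gives (ratio 0.997, Fisher's exact test, two-sided, p = 1.0). Over the 1824 genes listed in the same range, the ratio was 1.49 (exact p = 0.201). A pseudocount of 1 FPKM moved the ratio most, to 1.69 (exact p = 0.0814). Of the 10 shared genes, 8 had the same direction under Torin2 and in the cold, 3 of them induced and 5 repressed (Fisher's exact test of direction, two-sided, p = 0.167). Given how many of them were induced and repressed by each, no smaller p was possible, so that this test could not pass 0.05. Over the alternatives this exact p ran from 0.0119, with the trend of each library with gene length removed, to 0.429, without mock replicate 4, and it was under 0.05 in 8 of 24. From its comparison of both gene sets, the paper proposes that *Sl*TOR may act as a negative regulator of the response to cold.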

To investigate the involvement of *Sl*TOR in cold-induced transcriptional reprogramming, leaf samples with the aforementioned treatments were collected to examine the expression levels of three key *Sl*TOR-regulated cold-responsive genes (*SlCAMTA3*, *SlCBF1*, and *SlZAT10*). Consistent with the RNA-seq findings, the inhibition of *Sl*TOR resulted in the upregulation of these genes at 25°C (Fig. 2d–e). Additionally, these cold-regulated genes exhibited greater induction in *Sl*TOR-deficient plants compared to the control plants under chilling conditions (Fig. 2d–e). Our comprehensive results indicate that *Sl*TOR functions as a negative regulator of cold stress responses in tomato.

**Figure 2:**
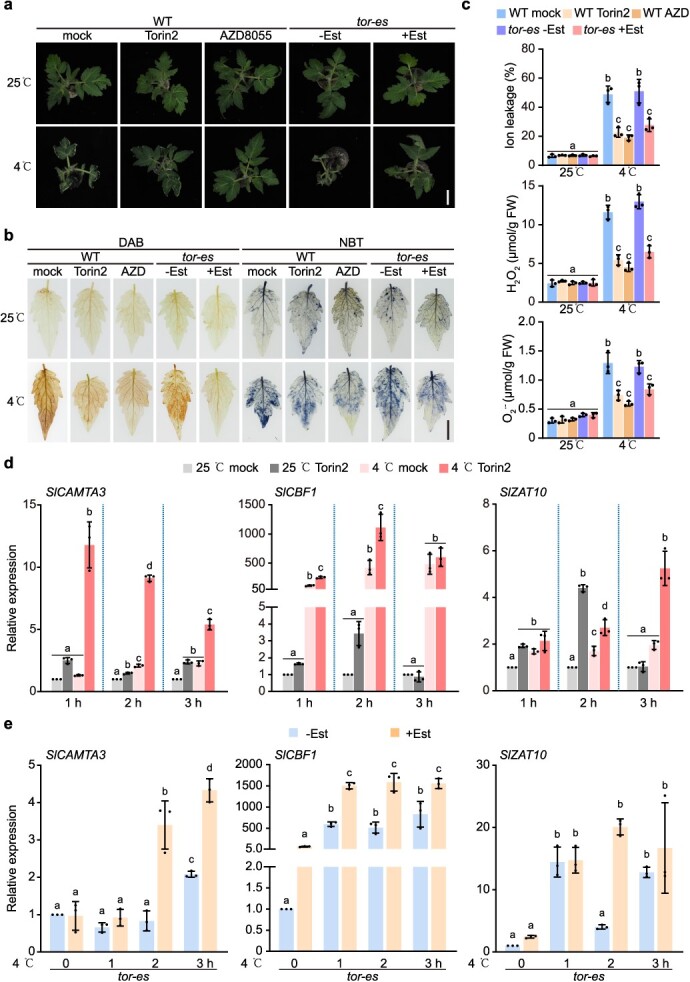
*Sl*TOR negatively regulates cold stress responses. (a) Torin2 or AZD8055 treatment enhanced 4-week-old WT tomatoes’ cold tolerance, while Est-treated 4-week-old *tor-es* plants also showed elevated cold tolerance. Representative images were captured. Scale bar = 2 cm. (b) TOR inhibitor-treated WT plants or Est-treated *tor-es* plants exhibited alleviated H_2_O_2_ and O_2_^• –^ release, as indicated by DAB and NBT staining, respectively. Representative images were captured. Scale bar = 1 cm. (c) Quantification analysis of ion leakage, H_2_O_2_ and O_2_^• –^ under different treatments. Data were analyzed from 3 experiments, and expressed as mean ± SD. (d) RT-qPCR analysis of the transcript levels of *SlCAMTA3*, *SlCBF1*, and *SlZAT10* in 4-week-old WT tomato plants under different treatments at indicated times. Mean ± SD, *n* = 3 biological replicates. (e) RT-qPCR analysis of the transcript levels of *SlCAMTA3*, *SlCBF1*, and *SlZAT10* in 4-week-old *tor-es* tomato plants under cold treatment at indicated times. Mean ± SD, *n* = 3 biological replicates. One week before treatment, the *tor-es* seedlings were watered with 10 μM Est to silence *SlTOR*, and then were subject to 4°C cold treatment for different durations. The *tor-es* seedlings without Est treatment were used as control seedlings. Statistical significance in (c), (d) and (e) was determined by one-way ANOVA with Tukey’s *post hoc* test. For (d), statistical significance was calculated based on expression data at indicated time points, respectively. Lowercase letters indicate statistically significant differences between the mean values (*P* < 0.05).

**Figure 3:**
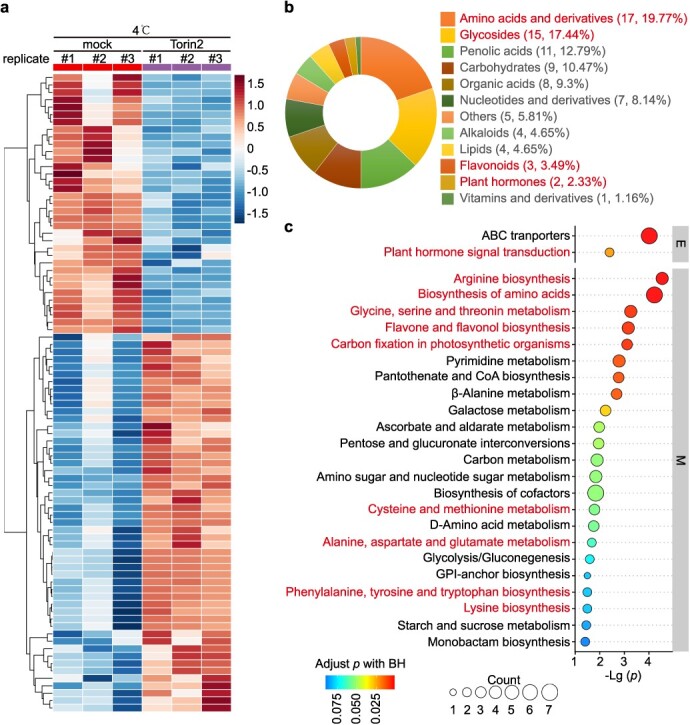
Widely targeted metabolomics analysis reveals a contrasting accumulation of metabolites between Torin2-treated and mock-treated tomato plants during cold stress. (a) The heat map illustrates DAMs between mock and Torin2-treated tomato plants under cold conditions. Each row represents a single metabolite. (b) The pie chart exhibits the biochemical classification of the DAMs. (c) KEGG pathway enrichment analysis for DAMs.

**Figure 4:**
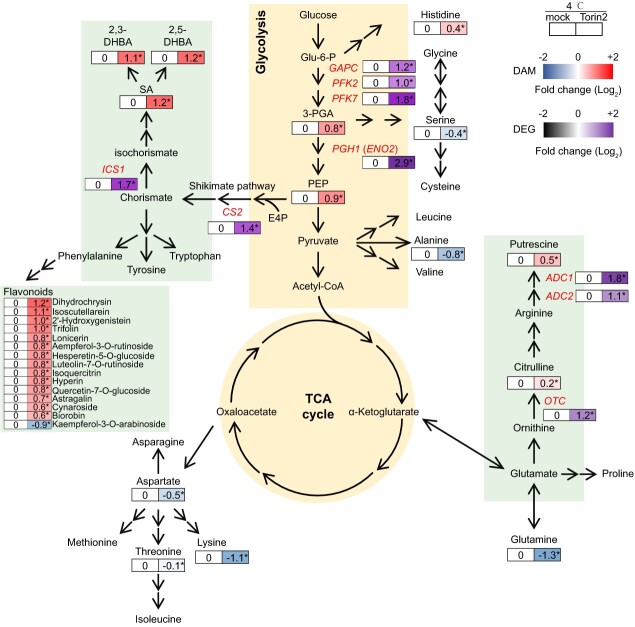
A schematic diagram of the amino acid-related metabolic pathway highlighting Torin2-modulated DEGs and DAMs during cold stress. Torin2 treatment induced significant metabolic alternations under 4°C conditions. Briefly, biosynthesis of amino acids was inhibited, while SA, Put, and flavonoid biosynthesis were elevated. Data are represented as log_2_ FC of Torin2 treatment compared with mock treatment. The expression patterns of the genes encoding the core enzymes in metabolic pathways, as indicated by the DEGs, align well with the Torin2-induced metabolite alterations. Data are represented as log_2_ FC of Torin2 treatment compared with mock treatment. Additional details can be found in Table S7 and Fig. S7. Statistical significance for both DAMs and DEGs was assessed using a two-sided Student’s *t*-test, denoted by an asterisk (*) next to the log_2_ FC value (*P* < 0.05).

### *Sl*TOR orchestrates significant metabolic reprogramming under cold stress

Previous studies have shown that TOR mediates significant metabolic changes in *Arabidopsis* and *Chlamydomonas reinhardtii* [6–8, 27–31]. As various metabolites are also crucial for plant cold stress responses, we tested TOR-regulated metabolic reprogramming for the putative mechanism of TOR-mediated cold stress responses. Specifically, we conducted a widely targeted metabolome profiling of tomato plants within the plants subjected to a 2-h Torin2 pretreatment and control plants exposed to 4°C and 25°C for 24 h to explore the metabolite changes affected by *Sl*TOR. The partial least squares discriminant analysis (PLS-DA) indicates the robust reproducibility of the metabolite model (Fig. S3a–b).

The transition from 25°C to 4°C resulted in 69 differentially accumulated metabolites (DAMs, *P* < 0.05) with 40 being upregulated and 29 downregulated (Fig. S4, Table S5). Under 25°C, we identified 31 DAMs (*P* < 0.05) between Torin2- and mock-treated tomato plants (Fig. S4, Table S6). Among these, 17 DAMs showed upregulation while 14 were downregulated. Torin2 pretreatment at 4°C revealed a broader spectrum of metabolic changes, identifying a total of 86 DAMs (*P* < 0.05). Of these, 51 were upregulated and 35 were downregulated (Fig. S4, Fig. 3a, and Table S7). These distinct metabolic patterns were clustered and their scaled intensity visualized in a hierarchical cluster heat map (Fig. S4 and Fig. 3a). We conducted comparisons among cold-induced DAMs, DAMs triggered by Torin2 at 25°C, and DAMs induced by Torin2 treatment at 4°C. While there were shared DAMs between the groups that underwent cold treatment alone and the group treated with Torin2 at 4°C, as well as between the Torin2 treatment at 25°C and Torin2 treatment at 4°C, it is noteworthy that Torin2 pretreatment at 4°C led to the emergence of a substantial number of distinct DAMs (Fig. S5 and Table S8).

We then checked the 86 DAMs upon Torin2 pretreatment at 4°C. The clustering heat map in Fig. 3a elucidated the metabolite accumulation patterns. These DAMs were classified into 12 classes, with the top three classes being ‘Amino acids and derivatives’ (17, 19.77%), ‘Glycosides’ (15, 17.44%), and ‘Phenolic acids’ (11, 12.79%) as shown in Fig. 3b. Intriguingly, the presence of ‘Flavonoids’ and ‘Plant hormones’, known for regulating stress responses [32, 33], was also observed in Fig. 3b. Furthermore, KEGG pathway enrichment analysis revealed the significant enrichment of several pathways including amino acid biosynthesis pathways, ‘Flavone and flavonol biosynthesis’, ‘Carbon fixation in photosynthetic organisms’, and ‘Plant hormone signal transduction’ (Fig. 3c and Table S9). Therefore, these highlighted pathways and associated metabolites might be potential contributors to enhancing tomato cold tolerance upon *Sl*TOR inhibition.

### *Sl*TOR orchestrated amino acid-derived metabolism to mediate the balance between growth and defense under cold stress condition

Upon Torin2 treatment at 4°C, most amino acid biosynthesis pathways were repressed as revealed by KEGG enrichment and differential abundance score (DA score) analysis (Fig. S6 and Table S9). However, previous research indicated that disruptions in TOR under normal temperatures have been associated with increased levels of amino acids [28, 30, 31]. Interestingly, the metabolites involved in ‘Phenylalanine, tyrosine, and tryptophan biosynthesis’ pathway were accumulated (Fig. S6, Fig. 4, and Table S9).

Enhancing the ‘Phenylalanine, tyrosine, and tryptophan biosynthesis’ pathway amid the repression of most amino acid biosynthesis pathways prompted a detailed exploration of the metabolic changes in this specific pathway (Fig. S6). In plants, glycolysis intermediates, specifically 3-phosphoglycerate (3-PGA) and phosphoenolpyruvate (PEP), serve as the carbon skeleton for amino acid biosynthesis (Fig. 4). PEP, in conjunction with the pentose phosphate pathway intermediate D-erythrose 4-phosphate (E4P), undergoes a sequence of plastidial enzymatic reactions in the shikimate pathway to produce chorismite (Fig. 4), a crucial precursor for the aromatic amino acids-phenylalanine, tyrosine, and tryptophan. Moreover, flavonoids, recognized for their pivotal roles in plant defense responses, are synthesized from phenylalanine through the phenylpropanoid pathway (Fig. 4) [34, 35]. Notably, aside from amino acid synthesis, chorismite can be further converted to isochorismate, culminating in the production of SA and its derivatives (Fig. 4) [36].

After a Torin2 pretreatment, the glycolysis intermediates 3-PGA and PEP exhibited a marked increase at 4°C in our metabolic profile (Fig. 4). This increase was accompanied by a notable downregulation of serine and alanine, which are known to acquire carbon skeletons from glycolysis intermediates. Such downregulation suggested that the surplus glycolysis intermediates were potentially redirected toward the shikimate pathway or other metabolic pathways (Fig. 4). Substantiating this proposition, significant elevations were observed in both SA and its derivatives (2,3-DHBA and 2,5-DHBA) (Fig. 4). Additionally, a strikingly higher accumulation was detected in 14 out of 15 identified flavonoids, with 12 identified glycosides also falling under the classification of flavonoids (Fig. 4, Table S7). The metabolome results mentioned above demonstrate the crucial regulatory role of *Sl*TOR in directing the glycolysis and shikimate pathways toward amino acids or SA and flavonoids.

Upon *Sl*TOR inactivation at 4°C, there was an increased accumulation of Put and citrulline, both of which are derivatives of glutamate (Fig. 4). This led to a reduction in glutamine levels, which also originated from glutamate (Fig. 4). Put is the predominant polyamine found in higher plants. Previous studies have highlighted the significance of polyamines in the plant’s response to various environmental stresses [37]. On the other hand, citrulline serves as an intermediate in Put biosynthesis. Our findings indicate that *Sl*TOR plays a pivotal role in determining the allocation of glutamate to stress-related Put or amino acid glutamine. Additionally, the compounds aspartate, threonine, and lysine exhibited a notable decrease following treatment with Torin2 at 4°C, indicating suppression of amino acid biosynthesis by *Sl*TOR inhibition (Fig. 4). Collectively, our metabolome analysis implied a sophisticated trade-off between amino acid metabolism and the development of cold tolerance, regulated by *Sl*TOR.

### *Sl*TOR mediated metabolic changes by reprogramming the transcriptome

Cold stress induces a significant transcriptional reprogramming to promote the accumulation of cryoprotective metabolites [18]. Our results show that *Sl*TOR regulates numerous cold-responsive genes, particularly *SlCBF1*, a key player in cold responses, as depicted in Fig. 1j–k, and Fig. 2d–e. Consequently, we hypothesized that TOR could potentially influence the metabolic alterations by controlling the expression of genes encoding pivotal enzymes involved in metabolite synthesis.

Under 4°C, Torin2 treatment resulted in the increased accumulation of 3-PGA and PEP. This was further supported by the examination of the expression profiles of key regulatory genes involved in the upstream reactions of 3-PGA and PEP production. Specifically, we analyzed the expression patterns of *SlPFK2* (*PHOSPHOFRUCTOKINASE 2*, Solyc04g015200.3), *SlPFK7* (*PHOSPHOFRUCTOKINASE 7*, Solyc07g045160.3), *SlGAPC* (*CYTOSOLIC GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE*, Solyc01g098950.3), and *SlPGH1* (also known as *CYTOSOLIC ENOLASE2*, *ENO2*, Solyc09g009020.3). These genes encode enzymes responsible for catalyzing crucial steps in the conversion of substrates such as Fructose-6-phosphate to Fructose-1,6-bisphosphate, Glyceraldehyde-3-phosphate to 1,3-Bisphosphoglycerate, and 2-Phosphoglycerate to PEP, which are essential reactions leading to 3-PGA and PEP synthesis. Notably, upon Torin2 treatment at 4°C, a significant upregulation in the expression levels of *SlPFK2*, *SlPFK7*, *SlGAPC*, and *SlPGH1* was observed (Fig. 4).

Next, we examined the expression levels of genes involved in the shikimate pathway and SA biosynthesis. CHORISMATE SYNTHASE 2 (*Sl*CS2, Solyc04g009620.5) catalyzes the final reaction of the shikimate pathway to form chorismite; and ISOCHORISMATE SYNTHASE 1 (*Sl*ICS1, Solyc06g071030.3) converts chorismate to isochorismate, initiating the SA biosynthesis process [36]. Notably, TOR inhibitor treatment at 4°C led to increased expression levels of both *SlCS2* and *SlICS1* (Fig. 4). The expression patterns of these SA synthesis genes align well with the observation that Torin2 treatment at 4°C promoted the accumulation of SA (Fig. 4 and Table S5).

Due to the accumulation of citrulline, we detected the transcript level of tomato *ORNITHINE TRANSCARBAMOYLASE* (*SlOTC*, Solyc04g080610.3), encoding the enzyme converting ornithine into citrulline within the Put synthesis pathway, in response to TOR dysfunction and chilling stress [41]. Torin2 induced *SlOTC* transcripts during cold treatment. Besides, *ARGININE DECARBOXYLASE 1* and *2* (*SlADC1*, Solyc01g110440.5 and *SlADC2*, Solyc10g054440.3) encode catalytic enzymes involved in the decarboxylation of arginine into agmatine within the Put synthesis pathway [48]. The expression of *SlADC1* and *SlADC2* was also induced by a combined *Sl*TOR inhibition and cold stress (Fig. 4). These findings emphasize that *Sl*TOR plays a significant role in regulating the transcription of genes encoding key enzymes, leading to Put accumulation.

Meanwhile, as inhibition of TOR under 4°C reduced the content of alanine, aspartate, glutamine, serine, and lysine and threonine produced from aspartate (Fig. 4), we also tested the expression patterns of genes encoding the key enzymes in alanine, aspartate, glutamine, and serine biosynthesis, including tomato *ALANINE AMINOTRANSFERASE 2* (*SlAlaAT2*, Solyc03g123600.4) for alanine synthesis, *ASPARTATE AMINOTRANSFERASE 1* and *5* (*SlAspAT1*, Solyc07g055210.3 and *SlAspAT5*, Solyc08g041870.3) for aspartate synthesis, *GLUTAMINE SYNTHASE 1;1* (*SlGLN1;1*, Solyc04g014510.3) for glutamine synthesis, and *GLYCERATE DEHYDROGENASE* (*SlGDH*, Solyc01g111630.3) and *SERINE HYDROXYMETHYLTRANSFERASE 4* (*SlSHM4*, Solyc12g098490.2) for serine biosynthesis [43–45]. As expected, Torin2 treatment did reduce the expressions of *SlGLN1* under 4°C, which agrees with the metabolite profile (Fig. S7). Interestingly, the same treatments did not affect the expressions of aspartate and serine synthesizing genes, or even induced the alanine synthesizing gene (Fig. S7), indicating that TOR might regulate the biosynthesis of these amino acids at post-transcriptional levels.

**Figure 5:**
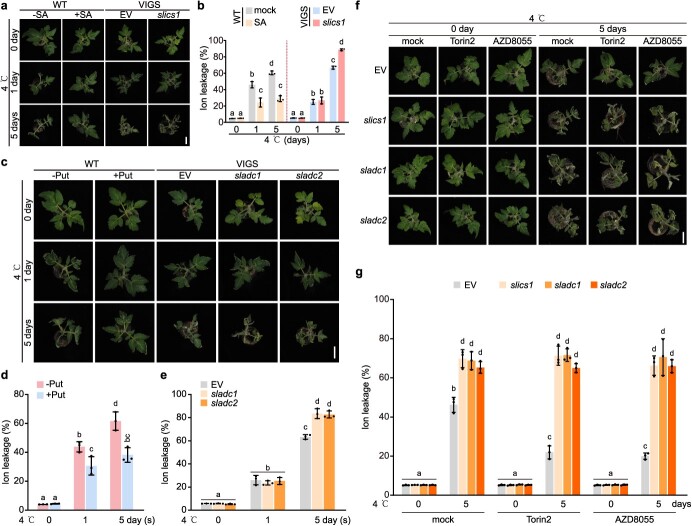
SA and Put enhanced tomato cold tolerance. (a) SA-treated (1 mM) 4-week-old tomato plants showed elevated cold tolerance 1 day and 5 days post-4°C cold treatment compared with mock-treated plants, while silencing *SlICS1* by VIGS (*slics1*) led to susceptibility to 4°C cold treatment 5 days post-treatment. Representative images were captured. Scale bar = 2 cm. (b) Quantification analysis of ion leakage of (a). Data were analyzed from three experiments, and expressed as mean ± SD (c) Put-treated (1 mM) 4-week-old tomato plants showed elevated cold tolerance 1 and 5 days post-4°C cold treatment compared with mock-treated plants, while silencing *SlADC1* and *SlADC2* by VIGS (*sladc1* and *sladc2*) led to susceptibility to 4°C cold treatment 5 days post-treatment. Representative images were captured. Scale bar = 2 cm. (d) Quantification analysis of ion leakage of 4-week-old tomato plants with or without Put under 4°C treatment at indicated times. Data were analyzed from 3 experiments, and expressed as mean ± SD (e) Quantification analysis of ion leakage in control lines (EV) and *sladc1* or *sladc2* VIGS lines under 4°C treatment at indicated times. (f) Silencing *SlICS1*, *SlADC1*, and *SlADC2* by VIGS (*slics1*, *sladc1*, and *sladc2*) led to susceptibility to 4°C cold treatment 5 days post-treatment compared with control plants (EV). Two-hour Torin2 or AZD8055 pretreatment enhanced EV cold tolerance, but did not increase the cold susceptibility of *slics1*, *sladc1*, and *sladc2* VIGS lines. Representative images were captured. Scale bar = 2 cm. (g) Quantification analysis of ion leakage of (f). Data were analyzed from three experiments, and expressed as mean ± SD. Statistical significance was determined by one-way ANOVA with Tukey’s *post hoc* test. Lowercase letters indicate statistically significant differences between the mean values (*P* < 0.05).

Our results revealed that the metabolic changes induced by Torin2 <4°C were mostly consistent with the expression patterns of genes encoding crucial enzymes for biosynthesis. Specifically, deviations were observed in the expression of amino acid biosynthesis genes, indicating the potential involvement of post-transcriptional regulations mediated by *Sl*TOR.

### SA and Put accumulation upon TOR inhibition promoted tomato cold tolerance

Substantial enrichment of SA and Put was observed in *Sl*TOR-suppressed tomato plants during cold stress (Fig. 4). SA and Put have already been known for their crucial physiological functions in cold stress responses [38–40]. To further evaluate the impact of SA and Put on tomato cold tolerance, we conducted gain- and loss-of-function analyses to estimate the capacity of these metabolites in enhancing cold tolerance in tomato. Pretreating tomato plants with 1 mM SA or Put before subjecting them to 4°C for 1 or 5 days reduced wilting and cell death compared to the mock control plants, indicating improved cold tolerance (Fig. 5a and 5c). Additionally, virus-induced gene silencing (VIGS) was employed to target the *SlICS1*, *SlADC1*, and *SlADC2* genes (Fig. S8). During a 1-day cold treatment, blocking either the SA or Put biosynthesis pathway in VIGS lines did not affect the plants’ cold responses, potentially due to functional redundancy (Fig. 5a and 5c). However, the VIGS-*SlICS1*-silenced (*slics1*), *SlADC1*-silenced (*sladc1*), and *SlADC2*-silenced (*sladc2*) lines exhibited significant foliar chlorosis and cell death phenotypes compared to the VIGS-empty vector (EV) control after 5 days of cold treatment (Fig. 5a and 5c). This indicates that during a prolonged 5-day cold treatment resulting in more severe damage, both pathways are critical for cold tolerance. The observed differences in cell death phenotypes were further supported by the assessment of cell viability through electrolyte leakage analysis (Fig. 5b, 5d, and 5e).

Furthermore, treatment with Torin2 or AZD8055 did not improve the susceptibility of *slics1*, *sladc1*, and *sladc2* to the 5-day cold treatment, suggesting that *Sl*TOR acts upstream of these crucial enzymes in the biosynthesis of SA or Put (Fig. 5f–g).

### *Sl*TOR may induce transcriptome and subsequent metabolome reprogramming through *Sl*PGH1

To investigate how *Sl*TOR regulates the transcriptome and subsequent metabolome reprogramming, we performed a yeast two-hybrid (Y2H) library screen using the C-terminus of *Sl*TOR containing the kinase domain as a prey to explore *Sl*TOR-interacting proteins. During this investigation, we discovered that *Sl*PGH1 is a *Sl*TOR-interacting protein. *Sl*PGH1 is the homolog of *At*ENO2 (CYTOSOLIC ENOLASE2, At2G36530) in *Arabidopsis* (Fig. S9). It is worth noting that *At*ENO2 plays a critical role in transcriptionally activating *At*CBF1, a central transcription factor in plants [42].

We confirmed the interaction between *Sl*TOR-C and *Sl*PGH1 in yeast cells (Fig. 6a). The TOR kinase in tobacco (*Nicotiana benthamiana*) and tomato exhibits an extremely high degree of conservation (94% identity). To evaluate the inhibitory effect of the TOR inhibitor Torin2 on *Nb*TOR kinase activity, we transiently expressed *AtS6K1* in tobacco leaves and determined that 10 μM Torin2 efficiently inhibited *Nb*TOR’s activity (Fig. S10a–b). Meanwhile, 10 μM Torin2 significantly inhibited tobacco seedling growth (Fig. S10c–d). Taking advantage of the high identity of TOR between tomato and tobacco, we conducted experiments by transiently overexpressing *SlPGH1* in tobacco leaves to investigate whether *Nb*TOR phosphorylates *Sl*PGH1 *in vivo*, utilizing phos-tag gel analysis as a detection method. The results showed that Torin2 treatment induced a significant band shift of *Sl*PGH1 in the phos-tag gel analysis, indicating *Sl*PGH1 is a potential substrate of *Sl*TOR (Fig. 6b).

**Figure 6:**
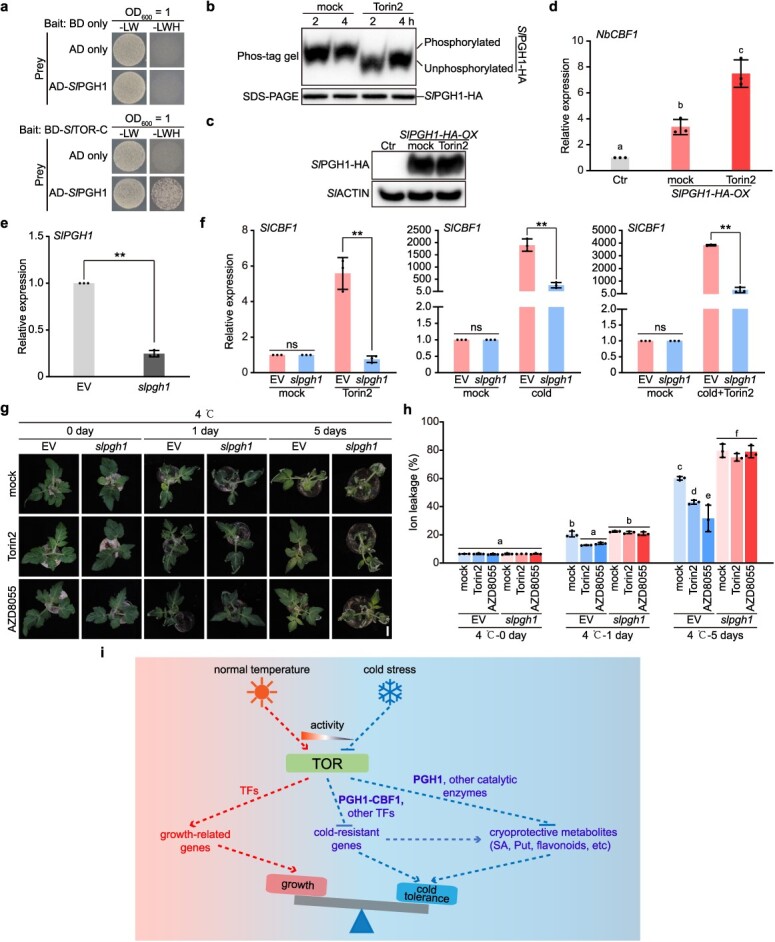
*Sl*TOR modulates *CBF1* expression through *Sl*PGH1. (a) *Sl*TOR interacts with *Sl*PGH1, as revealed by Y2H analyses. L, Leu; W, Trp; H, His. (b) Torin2 treatment caused a significant *Sl*PGH1-HA band shift, as observed through phos-tag gel analysis. *35S::SlPGH1-HA* were transiently expressed in tobacco leaves. Proteins extracted from leaves treated with either Torin2 or mock for different durations were used for immunoblotting, separated by phos-tag gel or normal SDS page gel. Two independent biological replicates showed similar results. (c) *35S::SlPGH1-HA* were transiently expressed in tobacco leaves. Untransfected leaves were used as a control (Ctr). Tobacco leaves overexpressing *SlPGH1-HA* were treated with or without 10 μM Torin2 for 2 h. The expression of *Sl*PGH1-HA was detected by immunoblotting. *Sl*ACTIN were used as loading control. (d) RT-qPCR analysis of the transcript levels of *NbCBF1* in tobacco leaves overexpressing *SlPGH1*. *NbEF1α* (AF120093.1) was used as an internal standard. RT-qPCR was performed using RNA isolated from tobacco leaves. Mean ± SD, *n* = 3 biological replicates. (e) RT-qPCR analysis of the transcript levels of *SlPGH1* in VIGS line (*slpgh1*) and control line (EV). Mean ± SD, *n* = 3 biological replicates. *SlACTIN7* was used as an internal standard. (f) RT-qPCR analysis of the transcript levels of *SlCBF1* in VIGS-*SlPGH1*-silenced line (*slpgh1*) and control line (EV) under 3-h cold, Torin2, or cold plus Torin2 treatment. Mean ± SD, *n* = 3 biological replicates. *SlACTIN7* was used as an internal standard. (g) Silencing *SlPGH1* by VIGS (*slpgh1*) led to susceptibility to 4°C cold treatment 5 days post-treatment compared with control plants (EV). Two-hour Torin2 or AZD8055 pretreatment enhanced EV cold tolerance, but did not increase the cold susceptibility of *slpgh1* VIGS lines. Representative images were captured. Scale bar = 2 cm. (h) Quantification analysis of ion leakage of (g). Data were analyzed from three experiments, and expressed as mean ± SD. For (d) and (h), statistical significance was determined by one-way ANOVA with Tukey’s *post hoc* test. Lowercase letters indicate statistically significant differences between the mean values (*P* < 0.05). For (e) and (f), the asterisk indicates statistically significant differences between the mean values of different treatments (**, *P* < 0.01, Student’s *t*-test). (i) A work model for TOR-mediated balance between growth and cold tolerance. Under normal temperatures, active TOR induces growth-promoting genes, enhancing growth. Cold stress inhibits TOR activity, activating cold-responsive genes and producing cryoprotective metabolites. The TOR-PGH1-CBF1 axis plays a crucial role in transcriptome reprogramming. Additionally, *Sl*TOR-induced phosphorylation of *Sl*PGH1 and other enzymes may influence metabolic alterations.

To investigate the impact of TOR-induced phosphorylation on the expression of *CBF1*, we initiated the experiment by transiently overexpressing *SlPGH1* in tobacco leaves (Fig. 6c). Subsequently, the tobacco leaves were subjected to a 2-h treatment of Torin2 before examining the expression of *NbCBF1* (EU727155.1) utilizing quantitative reverse transcription PCR (RT-qPCR). The findings revealed that the overexpression of *SlPGH1* led to an augmentation in *NbCBF1* expression, which was further enhanced by Torin2 treatment (Fig. 6c–d). Following this observation, the *SlPGH1* gene was silenced in tomato through VIGS (Fig. 6e). An evaluation of *SlCBF1* expression in the VIGS line unveiled that the silencing of *SlPGH1* resulted in reduced *SlCBF1* expression under cold, Torin2, and cold plus Torin2 treatments (Fig. 6f). The VIGS-*SlPGH1*-silenced line exhibited increased sensitivity to cold treatment, with no alleviation in phenotype upon Torin2 treatment (Fig. 6g–h). This result elucidated that the *Sl*TOR-*Sl*PGH1 axis played a significant role in mediating the cold response of tomatoes.

The collective outcomes highlight the influence of the *Sl*TOR-*Sl*PGH1 link in regulating *CBF1* expression, a pivotal transcription factor in cold responses. These results suggest that *Sl*TOR could potentially trigger transcriptome and subsequent metabolome reprogramming through the modulation of *Sl*PGH1.

## Discussion

As a central regulator in plant signaling network, TOR precisely balances the competing demands of growth and defense [2, 3]. We explored the *Sl*TOR-regulated transcription network in tomato, revealing that TOR promotes growth-related processes, while concurrently inhibiting stress responses (Fig. 1j). These findings support the notion that TOR acts as a pivotal switch governing the transition between growth and defense.

TOR inhibition activates numerous cold-regulated genes, suggesting its involvement in regulating cold stress responses (Fig. 1k). *Sl*TOR activity is promptly and temporarily suppressed by cold stress within a mere 1-h timeframe; and with prolonged exposure to cold conditions, TOR activity rebounds, potentially due to a compensatory mechanism aimed at preventing adverse effects associated with prolonged TOR suppression (Fig. S2b-c). Although cold stress transiently inhibits TOR activity, further inhibition of TOR under cold conditions, enhances tomato cold tolerance (Fig. 2, Fig. S2d-g).

Plants have developed various advanced strategies, including metabolic regulation, to reduce cold-induced damage [46]. Although TOR has been indicated to play a vital role in metabolomics reprogramming [4, 6, 7, 27–31], the regulatory role of TOR at the metabolic level under stress conditions is poorly understood. We checked the metabolic alternations induced by *Sl*TOR under cold stress. Notably, we discovered a tight link between TOR activity and amino acid metabolism under cold treatment. TOR activity and amino acid accumulation are intricately connected under normal growth conditions. Most branches of amino acids could function upstream to activate *At*TOR [11]. Meanwhile, TOR inhibition also causes extensive accumulation of amino acids [6, 27, 30, 47]. However, certain amino acids, such as aromatic amino acids, proline, and arginine, cannot activate TOR, but connect to plant stress responses [49]. In cold-treated *Sl*TOR-repressed plants, we observe a downregulation of amino acids that typically activate TOR, including alanine, aspartate, glutamine, lysine, serine, and threonine [11] (Fig. 4). In contrast, derivatives from aromatic amino acids and arginine (SA, Put, and flavonoids) that contribute to cold tolerance are highly accumulated. (Fig. 4). Therefore, we deduce that *Sl*TOR could conduct the flow direction of amino acid biosynthesis toward different downstream metabolites under diverse environmental conditions.

In addition to the metabolic changes, the inactivation of *Sl*TOR significantly mediates the expression of genes encoding catalytic enzymes involved in glycolysis, SA and Put biosynthesis, and amino acids biosynthesis (Fig. 4). The expression patterns align well with the metabolic alterations, pointing to a potential mechanism in which *Sl*TOR modulates the phosphorylation state of critical transcriptional regulators to mediate the amino acid-derived metabolism (Fig. 4). Based on this speculation, we uncovered a potential substrate of *Sl*TOR, a transcription factor known as *Sl*PGH1. *Sl*PGH1 is a direct homolog of *At*ENO2 in *Arabidopsis*, which is encoded by the *AtLOS2* (At2G36530) gene [42]. *AtLOS2* produces two independent proteins through different translation initiation sites: the 444 AA *At*ENO2 and the 352 AA *At*MBP-1. *Sl*PGH1 is homologous to *At*ENO2 but not to *At*MBP-1 [42] (Fig. S9). *AtENO2* has been reported to activate the transcription of *AtCBF1* in *Arabidopsis* [42]. The *Sl*TOR-*Sl*PGH1 link has been shown to govern *CBF1* expression, which is a fundamental transcription factor crucial for plant cold responses. This finding indicates the significant involvement of the *Sl*TOR-*Sl*PGH1-*Sl*CBF1 axis in initiating extensive transcriptome reprogramming and subsequent metabolic changes. Interestingly, we also observed the induction of *SlPGH1* transcription upon TOR inhibition at 4°C (Fig. 4). Additionally, *At*ENO2 is essential for glycolysis, serving as a key enzyme that catalyzes the conversion of 2-Phosphoglycerate to PEP [42]. *Sl*TOR-induced phosphorylation of *Sl*PGH1 may directly influence *Sl*PGH1’s catalytic activity. Inhibiting this phosphorylation might redirect carbon flux into the downstream shikimate pathway, producing cryoprotective metabolites, although the detailed mechanism remains to be explored.

Additionally, given the apparent decoupling between the accumulation of amino acids and the transcripts of genes encoding amino acid biosynthetic enzymes (Fig. 4 and Fig. S7), it is also possible that *Sl*TOR may also phosphorylate some catalytic or regulatory components in amino acid-related metabolic pathways to direct metabolic fluxes toward specific downstream metabolites.

We proposed a model to summarize our findings on the TOR-regulated trade-off between growth and cold tolerance (Fig. 6i).

Future research endeavors ought to focus on elucidating the specific mechanisms through which *Sl*TOR regulates this equilibrium, particularly by identifying more substrates targeted by *Sl*TOR kinase. Such investigations are likely to provide valuable insights into the intricate regulatory mechanisms governing the trade-offs between plant growth and stress responses.

## Materials and methods

### Plant materials and growth conditions

Sterilized Micro-Tom tomato seeds were grown on solid 1/2 Murashige and Skoog (MS) medium in a growth chamber (Jiupu, China) under long-day (LD) conditions (16 h light/8 h dark, 300 μmol·m^−2^·s^−1^ of light intensity, 25 ± 1°C) for 7 days. The 7-day-old seedlings were then transplanted into Jiffy-7 pellets (Jiffy Products International AS, Norway) and grown in a glasshouse under LD conditions (300–400 μmol·m^−2^·s^−1^ of light intensity, 60%–70% relative humidity, 25°C ± 1°C). Four-week-old plants were used for 4°C treatment in a growth chamber, under similar conditions.

### Generation of transgenic plants, and transient expression in tobacco leaves

For plant expression vectors, the coding sequence (CDS) of *AtS6K1* and *SlPGH1* (without stop codons) were PCR amplified and were inserted into a modified pCAMBIA1300 plant expression vector, including a 3xHA tag driven by the CaMV 35S promoter. For inducible RNAi gene silencing, a 315-bp fragment of *SlTOR* CDS was amplified and inserted into the pBWA(V)HVE vector. The cloning was performed using the ClonExpress II One Step Cloning Kit (Vazyme, C112). Primers are listed in Table S1.

The vectors were transformed into *Agrobacterium tumefaciens* (GV3101) using the freeze–thaw method. Transgenic plants were produced in WT tomatoes through the *Agrobacterium*-mediated leaf disk method. The transgenic plants were selected with the hygromycin B resistance and were confirmed through PCR amplification of the resistance gene fragment (Table S1). For transient expression in tobacco, *Agrobacterium* cell cultures with OD_600_ = 0.5 in infiltration buffer (10 mM MES, pH = 5.6, 10 mM MgCl_2_) were injected into leaves of 5-week-old tobacco.

### Chemical treatments

Tomato seeds were geminated in solid 1/2 MS medium containing Torin2 (Selleck Chemicals, S2817) or AZD8055 (Selleck Chemicals, S1555) for 7 days to check TOR inhibitors’ effects on seedling growth. Four-week-old plants were treated with 10 μM Torin2, 10 μM AZD8055, 1 mM SA (Sigma-Aldrich, S7401), or 1 mM Put (MedChemExpress, HY-N2407) through foliar spray. For *tor-es* inducible RNAi lines, *tor-es* seeds were germinated in solid 1/2 MS medium with 10 μM estradiol (Merck, E2785) for 7 days to check TOR’s function in tomato seedlings. Additionally, 4-week-old *tor-es* plants were watered with 10 μM estradiol 1 week before cold treatment to silence *TOR*.

### RNA extraction and RT-qPCR

Total RNA was isolated with the Total RNA Extraction Reagent (Vazyme, R401). 1 μg RNA was used for reverse transcription with the HiScript II 1st Strand cDNA Synthesis Kit (Vazyme, R212). RT-qPCR was performed using the AceQ Universal SYBR qPCR Master Mix (Vazyme, Q511) on a qTOWER3 real-time PCR thermal cycler (Analytik Jena).

### Protein extraction and immunoblot analysis

The plant tissue was ground in liquid nitrogen. Total protein was isolated from the powdered tissue with a 2xSDS sample buffer containing 80 mM Tris–HCl (pH 6.8), 2% (w/v) SDS, 10% (v/v) glycerol, 3% (v/v) 2-Mercaptoethanol, and 0.1% (w/v) bromophenol blue. The total proteins were separated by SDS-PAGE and were then blotted onto Immobilon-PSQ PVDF membrane (Millipore, ISEQ00010). The *At*S6K1-HA or *Sl*PGH1-HA protein was detected through immunoblotting using anti-HA antibody (1:5000; ABclonal, AE008). The phospho-p70 S6 kinase (Thr389) antibody (1:2000; Cell Signaling Technology, 9205) was used to monitor the phosphorylation status of Thr449 in *At*S6K1. *Sl*ACTIN was detected by anti-ACTIN antibody (1:5000; ABclonal, AC009). Additionally, phos-tag gel analysis was conducted following the manufacturer’s instructions (Vazyme, PA101).

### RNA-seq and statistical analysis

Four biological replicates of 10-day-old tomato seedlings, with or without 5-μM Torin2 treatment, were used for RNA extraction using the Total RNA Extraction Reagent (Vazyme, R401). The RNA-seq and analysis were performed by OE Biotech Co., Ltd. (Shanghai, China) following standard procedures. Briefly, RNA-Seq libraries were constructed with the VAHTS Universal V6 RNA-seq Library Prep Kit, and the sequencing was performed on an Illumina Novaseq 6000 platform, generating 150-bp paired-end reads. The high-quality reads were then aligned to the tomato reference genome (SL4.0, https://solgenomics.net) using HISAT2 software. EdgeR was used to explore DEGs, with the significance cutoffs of | log2 fold change (FC) | > 1 and FDR < 0.05. Next, GO enrichment analysis of these DEGs was performed using R (v 3.2.0) to identify significantly enriched terms, based on the hypergeometric distribution.

### Physiological measurements and histochemical staining

To test electrolyte leakage, the third and fourth true leaves from the tomato plants were collected at specified time points and immersed in 30 ml of deionized water. After a 30-min vacuum treatment, the leaves were incubated at room temperature for 4 h. The conductivity of the solution was tested both before and after boiling with a conductivity meter (INESA, DDSJ-307F). For each measurement, four leaves per treatment were utilized, and three replicates were conducted. Additionally, the levels of H_2_O_2_ and O_2_^• –^ were quantified with specific kits (Solarbio, BC3590 and BC1290), following the manufacturer’s guidelines.

The histochemical detection of H_2_O_2_ and O_2_^• –^ was performed using diaminobenzidine (DAB) and nitroblue tetrazolium (NBT), respectively. For DAB staining, leaf samples were collected and immersed in a DAB staining solution (1 mg/ml, pH 3.8). Following a 30-min vacuum treatment, the samples were incubated at room temperature overnight. Next, the stained leaves were transferred to 95% ethanol and incubated in a water bath at 80°C for 10 min to facilitate destaining. For NBT staining, leaf samples were placed into an NBT staining solution (1 mg/ml in 50 mM phosphate buffer, pH 7.4) and subjected to a 30-min vacuum. The samples were then stained for another 2 h. Then, the leaf samples were decolorized in 95% ethanol. The destained leaves upon DAB staining or NBT staining were preserved in a 25% (v/v) glycerol solution for documentation.

### Metabolomic profiling and statistical analysis

The widely targeted metabonomic analysis was performed by Bioprofile Biotechnology Co., Ltd (Shanghai, China) following standard protocol. Briefly, the metabolites were isolated from plant tissues with 1 ml methanol/acetonitrile/water (v/v, 2:2:1) under sonication for 1 h. The resulting extracts were then used for liquid chromatography-mass spectrometry (LC–MS) analysis. Metabolites with a *P* < 0.05 and a VIP > 1 were considered as DAMs. A KEGG pathway analysis was performed using these DAMs to identify the perturbed biological pathways. KEGG enrichment analyses were performed through Fisher’s exact test and FDR correction for multiple testing. A significance threshold of *P* < 0.05 was applied to discover significantly enriched KEGG pathways.

### VIGS

VIGS was performed as previously described [50], with minor modifications. Briefly, 300-bp fragments of the CDS from *SlICS1*, *SlADC1*, *SlADC2*, and *SlPGH1* were PCR amplified and cloned into the VIGS vector pTRV2 using the ClonExpress II One Step Cloning Kit (Vazyme, C112). The primers are listed in Table S1. These pTRV2 constructs were transformed into the *A. tumefaciens* strain GV3101. The *Agrobacterium* strains containing these pTRV2 vectors were combined with the strain containing the VIGS vector pTRV1 at a 1:1 ratio. This mixture was then infiltrated into the cotyledons of 2-week-old tomato seedlings. The seedlings were then subject to 2-day dark treatment before being grown in a glasshouse. Seedlings that were infiltrated with the pTRV2 empty vector and pTRV1 were used as a negative control.

### Yeast two-hybrid analysis

For Y2H vectors, *SlTOR-C* and *SlPGH1* coding sequences were PCR amplified and inserted into the pGBKT7 and pGADT7 vectors using the ClonExpress II One Step Cloning Kit (Vazyme, C112). The Y2H library screening was conducted by OE Biotech Co., Ltd. (Shanghai, China) following standard protocol. The Y2H to confirm protein–protein interaction was performed as described [10].

### Statistical analysis

For comparisons involving two groups, Student’s *t*-test was employed, utilizing Microsoft Excel. In cases where more than two samples were compared, one-way analysis of variance (ANOVA) with *post hoc* Tukey’s HSD test was performed using GraphPad Prism 8.

### Accession numbers

The RNA-seq raw data for the *Sl*TOR-regulated transcriptome have been deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the accession number: GSE266850. The raw data for widely targeted metabolomics have been deposited in the MetaboLights (https://www.ebi.ac.uk/metabolights/) under the accession number: MTBLS10015.

## Supplementary Material

Web_Material_uhae253

# Supplementary material for: TOR balances plant growth and cold tolerance by orchestrating amino acid-derived metabolism in tomato
**Source:** Hortic Res. 2024 Sep 5;11(12):uhae253. doi: 10.1093/hr/uhae253
**Supplement:** Web_Material_uhae253

**Fig. S1**

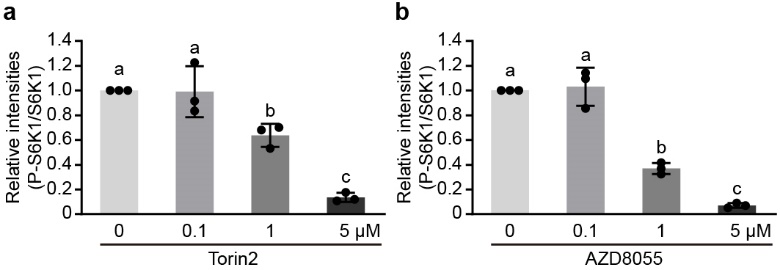

**Fig. S1 Quantification analysis of TOR activity under TOR inhibitor treatments.** (a) and (b) Quantification of relative P-T449 intensity of Fig. 1f and Fig. 1i. Mean ± s.d., n = 3 biological replicates. Statistical significance was determined by one-way ANOVA with Tukey’s post-hoc test. Lowercase letters indicate statistically significant differences between the mean values (*p* ＜ 0.05).

**Fig. S2**

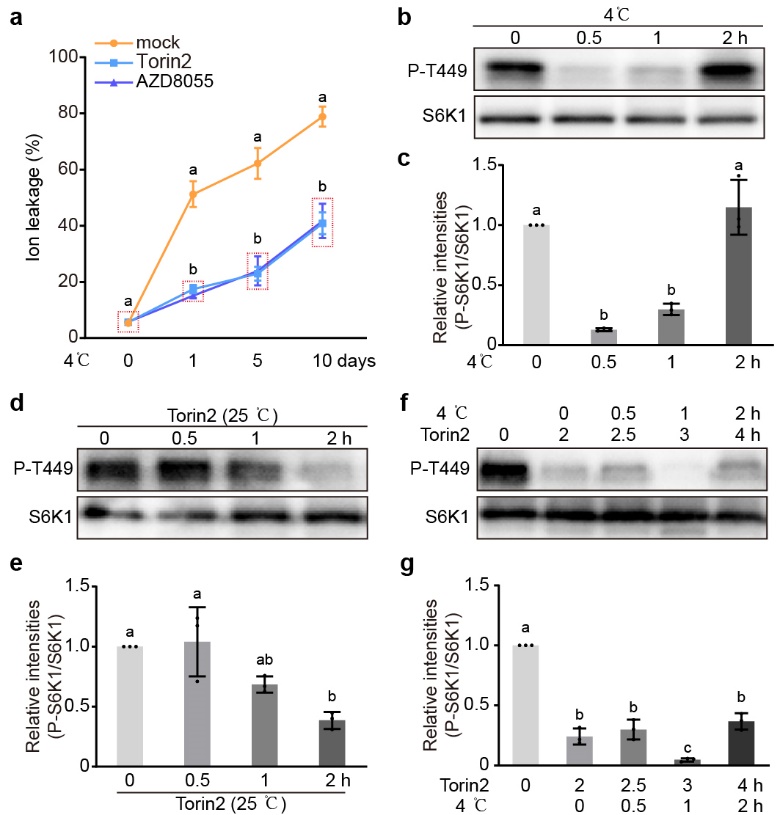

**Fig. S2 Inhibition of TOR enhanced tomato cold tolerance and cold alters TOR activity.** (a) Quantification of ion leakage with or without TOR inhibitor pretreatment at indicated times under 4 ℃ cold treatment. Mean ± s.d., n = 3 biological replicates. (b) Western blot analysis of *Sl*TOR kinase activity in *35S::AtS6K1-HA*/Micro-Tom transgenic seedlings, based on phosphorylation of Thr449 on S6K1 (P-T449, a specific phosphorylation site of TOR kinase on S6K1) after treatment with indicated times of cold treatment. (c) Quantification of relative P-T449 intensity of (b). Mean ± s.d., n = 3 biological replicates. (d) and (f) Torin2 treatment under 25 ℃ (d) or 4 ℃ (f) through foliar spray effectively inhibited TOR activity. (e) and (g) Quantification of relative P-T449 intensity of (d) and (f), respectively. Mean ± SD, n = 3 biological replicates. Statistical significance (a), (c), (e), and (g) was determined by one-way ANOVA with Tukey’s post-hoc test. Lowercase letters indicate statistically significant differences between the mean values (*p* ＜ 0.05).

**Fig. S3**

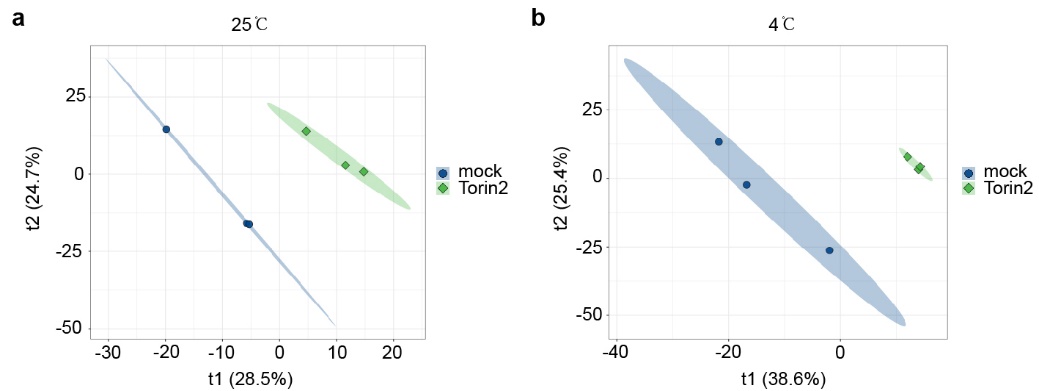

**Fig. S3 A partial least squares discriminant analysis (PLS-DA) of the metabolomic profiles between Torin2-treated and mock-treated samples at 25 ℃ (a) and 4 ℃ (b).**

**Fig. S4**

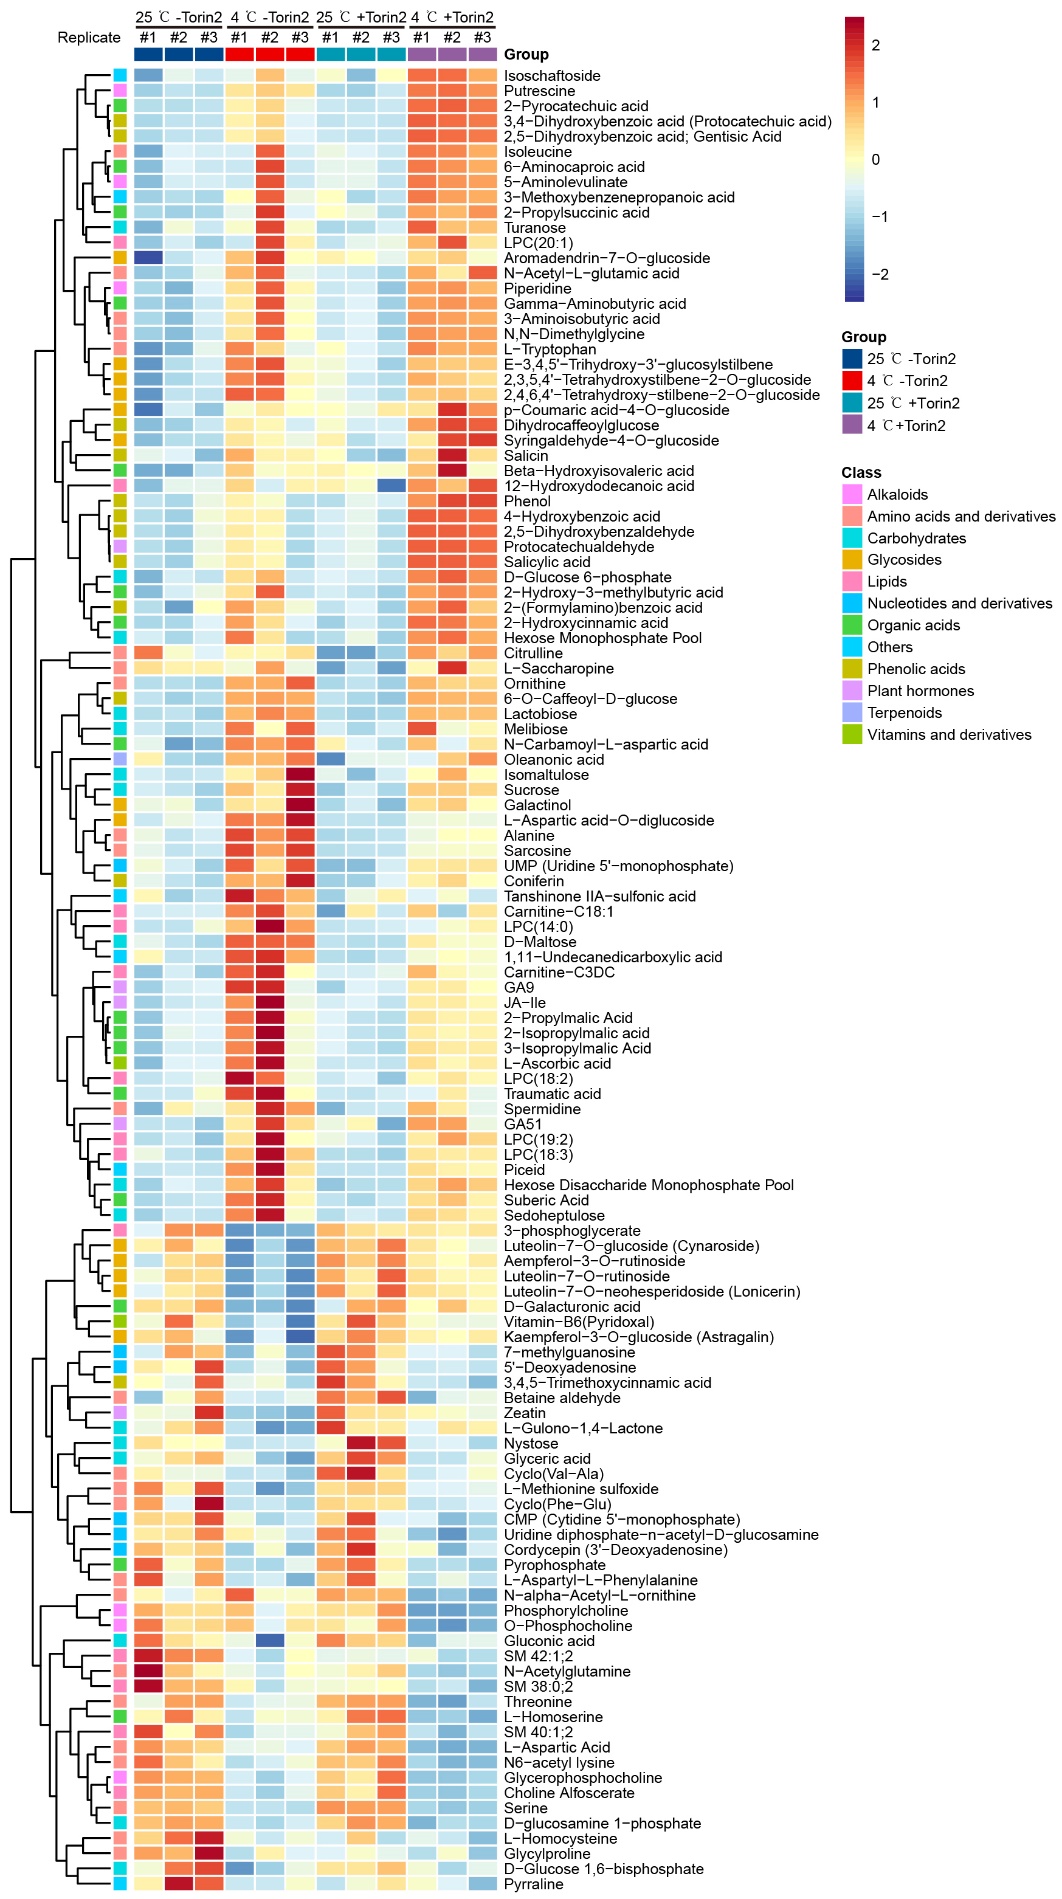

**Fig. S4 Widely targeted metabolomics analysis reveals contrasting accumulation of metabolites between mock and Torin2-treated tomato plants at 25 ℃ or 4 ℃.** The heat map illustrates DAMs between mock and Torin2-treated tomato plants at 25 ℃ or 4 ℃. Each row represents a single metabolite. The scored intensity ranges from red (+2.0) through white (0) to blue (-2.0). Different colours in “Group” indicate different treatments. Different colours in “Class” indicate different classes of metabolites.

**Fig. S5**

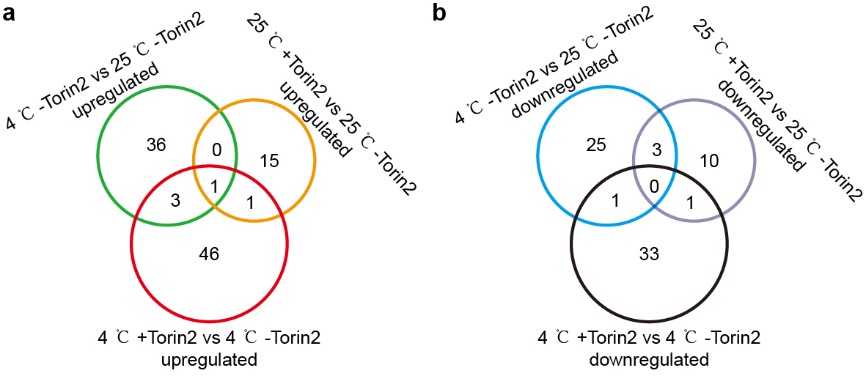

**Fig. S5 Comparisons of DAMs under different treatments.** (a) Comparisons of upregulated DAMs among 4 ℃ -Torin2 vs 25 ℃ -Torin2, 25 ℃ +Torin2 vs 25 ℃ -Torin2, and 4 ℃ +Torin2 vs 4 ℃ -Torin2. (b) Comparisons of downregulated DAMs among 4 ℃ -Torin2 vs 25 ℃ -Torin2, 25 ℃ +Torin2 vs 25 ℃ -Torin2, and 4 ℃ +Torin2 vs 4 ℃ -Torin2.

**Fig. S6**

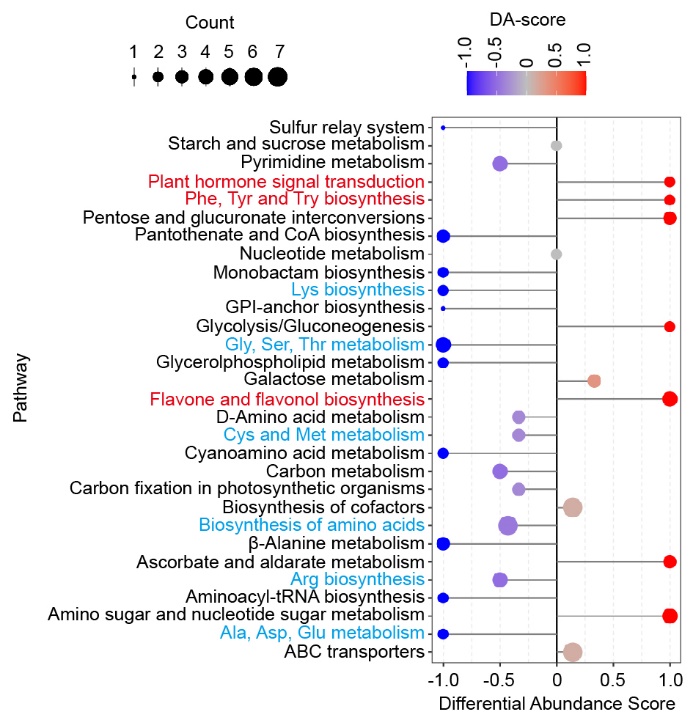

**Fig. S6 Differential abundance score (DA score) of TOP 30 enriched metabolic pathways in Torin2-treated tomato plants at 4 ℃ compared to mock-treated plants.** The size of the dot indicates the number of DAMs annotated in the pathway. DA score reflects the overall changes of all metabolites in the metabolic pathway. A score of 1.0 indicates an upward trend in the abundance of all annotated metabolites in the pathway. In contrast, -1.0 indicates a downward trend in the abundance of all annotated metabolites in the pathway. A score closer to 1.0 or -1.0 indicates that the overall abundance of all metabolites in this pathway tends to be upregulated or downregulated. The length of the line segment represents the absolute value of the DA score.

**Fig. S7**

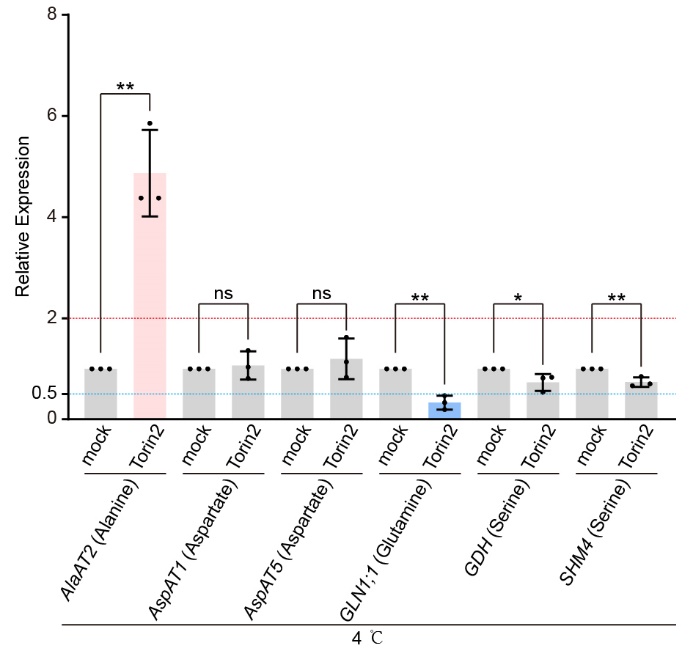

**Fig. S7 RT-qPCR analysis of the transcript levels of synthesizing genes for different amino acids with or without Torin2 treatment under 4 ℃.** Mean ± s.d., n = 3 biological replicates. *SlACTIN7* was used as an internal standard. Statistical significance was determined by two-sided Student’s t-test. **, *p* ＜ 0.01; *, *p* ＜ 0.05; ns, not significant.

**Fig. S8**

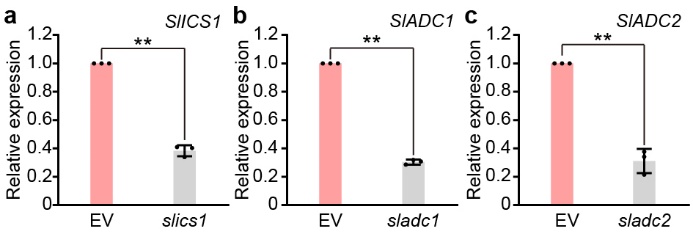

**Fig. S8 RT-qPCR analysis of the transcript levels of *SlICS1* (a), *SlADC1* (b), and *SlADC2* (c) in VIGS lines.** Mean ± s.d., n = 3 biological replicates. *SlACTIN7* was used as an internal standard. The asterisk indicates statistically significant differences between the mean values of different treatments (**, *p* < 0.01, Student’s *t*-test).

**Fig. S9**

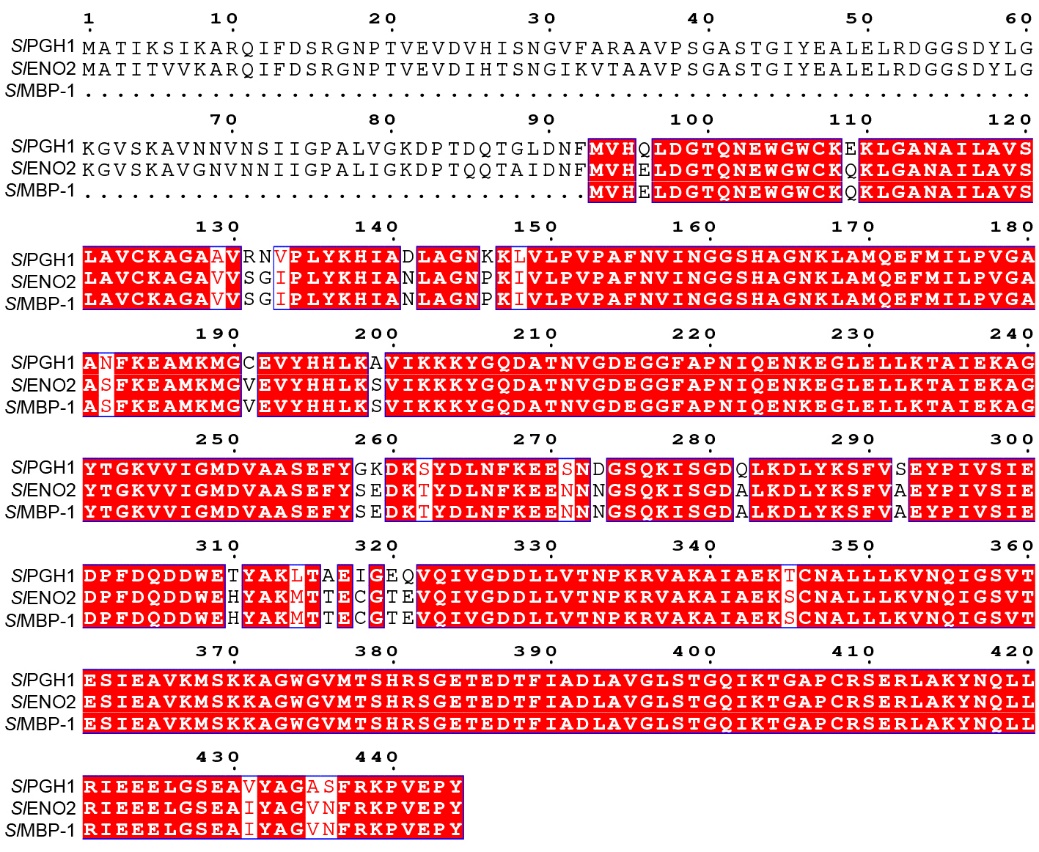

**Fig. S9 Sequence alignment of *Sl*PGH1, *At*ENO2, and *At*MBP-1.**

**Fig. S10**

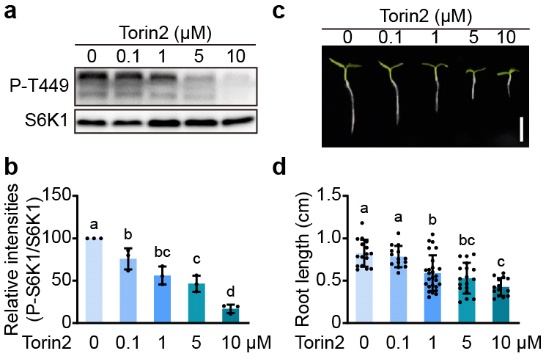

**Fig. S10 Torin2 inhibits TOR activity in tobacco.** (a) Torin2 inhibits *Nb*TOR activity. Western blot analysis of *Nb*TOR kinase activity in tobacco leaves transiently expressing *AtS6K1-HA*, based on phosphorylation of Thr449 on S6K1 (P-T449, a specific phosphorylation site of TOR kinase on S6K1) after treatment with indicated concentrations of Torin2. (b) Quantification of relative P-T449 intensity of (a). Mean ± s.d., n = 3 biological replicates. Statistical significance was determined by one-way ANOVA with Tukey’s post-hoc test. Lowercase letters indicate statistically significant differences between the mean values (*p* ＜ 0.05). (c) Torin2 retarded tobacco seedling growth. Tobacco seeds were germinated on 1/2 MS medium with different concentrations of Torin2 for 7 days. Scale bars = 0.5 cm. (d) Quantifications of the root length of (c). Data were analyzed from 10-30 seedlings for each treatment, and expressed as mean ± s.d. Statistical significance in (b) and (d) was determined by one-way ANOVA with Tukey’s post-hoc test. Lowercase letters indicate statistically significant differences between the mean values (*p*＜0.05).

How the deposited data were processed for this re-analysis (not part of the article)

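RNA sequencing of 10-day-old Micro-Tom seedlings with or without 5 μM Torin2 gave 8 libraries, 4 per condition. The authors aligned the reads to SL4.0 with HISAT2 and deposited FPKM values, fragments per kilobase of gene scaled for the depth of each library, as a single column per library with no pooling of replicates. Their tools for counting fragments and for FPKM, the annotation release and the gene lengths are not named in the paper's text. The labels state the dose and the solvent, and the time of 2 h is the paper's. The same-numbered mock and Torin2 libraries carry replicate numbers 1 to 4 in the labels, and the paper does not describe them as pairs, so that the replicate number entered only an alternative fit.

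The FPKM values were used as the authors deposited them. The number of fragments behind each value was recovered as the whole number that a single factor per library and a single length per gene give, for the 25571 genes with any value above 0, and the recovered totals were between 99.73% and 99.82% of the depth. On simulated libraries, all 8 counts were recovered exactly for 99.8% of 22320 genes. The depth of 36989257 to 39868131 fragments sets a floor of 3 fragments, below which a gene counts as not detected. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

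Differential expression was computed on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) for the 22330 genes with a mean of at least 0.1 FPKM over the 8 libraries. No covariate was used. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 and an absolute log2 fold change over 1 were called, the cut-offs that the paper gives. Exact two-sided permutation tests used the 70 assignments of 4 libraries against 4. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, including Fisher's exact test, Pearson's and Spearman's correlations and 95% Wilson intervals. The fit was tested on simulated data with 200 changed genes, of which it called 195 (97.5%), along with 13 unchanged genes of the 22320 tested. With limma-voom on recovered fragments, 196 of the changed and 7 of the unchanged genes were called. The simulated genes were independent and shared a single dispersion, with no kinds of libraries and no trend with gene length. Every simulated change was larger than the fold change cut-off. These counts therefore test the code and do not measure the error of the calls in the real libraries.

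The genes named in the text were chosen by a rule set before the data were examined. They were every gene that the paper's text or primer table gives by tomato identifier, the TORC1 genes of Table S3, and the 5 largest rises and 5 largest falls among genes past both cut-offs with a mean of at least 1 FPKM and no overlap between the 4 Torin2 and the 4 mock libraries. This gave 31 genes with values; *SlADC1* was not analysed here. The readable entries of Tables S2, S3 and S4 were matched by gene identifier, those of the cold-regulated list without the version suffix.

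The alternatives were pseudocounts of 1 and 0.01 FPKM, no filter on low values and a filter at a mean of 1 FPKM, median-of-ratios, TPM and quantile scaling, a variance without trend and a robust one, the replicate number as a block, each of the 8 libraries left out in turn, other cut-offs, and other backgrounds for the overlap with cold-regulated genes. Further alternatives were added after seeing the data: the kind of library as a covariate, the removal of each library's trend with gene length by a loess fit with a span of 0.3, this removal together with the replicate block, limma-voom on the recovered fragments with median-of-ratios scaling, and the cold-regulated list matched with version suffixes. Count-based tests were not used on the main values, since these are FPKM. The test of gene families by annotation was not run because descriptions were read only for the genes of Table S2. No genome sequence was used, so that GC content and near-identical gene copies were not examined. The metabolite measurements and the experiments at 4 °C were not analysed here.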

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

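All tests in this part were chosen after the results were seen. Among the 31 named genes, each with a group of 4 mock and a group of 4 Torin2 libraries, a library lay far from the other 3 of its group in 5 of 62 groups, where chance gives 3.1. The measure was the gap to the nearest library divided by the range of the group on the log2 scale, set against Dixon's critical value. In 3 of the 5 groups it was 1.0 because the other 3 libraries were at 0 FPKM. These were the Torin2 libraries of *Solyc06g060900.1*, with 4 fragments in replicate 1, the mock libraries of *Solyc12g088850.1*, with 5 fragments in replicate 1, and the mock libraries of *Solyc10g079380.2*, with 1 fragment in replicate 2. Any value above 0 in a single library gives a measure of 1.0 there, so that these groups show only how few fragments were found. The Torin2 libraries of *Solyc10g079380.2*, which Table S2 names *HSFB3*, gave 0.914, with 8.69 FPKM in replicate 3 against 4.94 to 5.19 FPKM in the others. The Torin2 libraries of *Solyc01g109080.3* gave 0.834, with 0.750 FPKM in replicate 3 against 0.925 to 0.964 FPKM in the others. No explanation was tested for these last groups, and 5 groups against 3.1 is close to what chance gives.

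The 5 largest rises are in genes that the paper's text does not discuss, although its Table S2 lists them. The log2 fold change was 6.50 for *Solyc12g088850.1*, described there as an EF-hand protein, which rose from 0.111 to 16.7 FPKM (limma with Benjamini-Hochberg adjustment, adjusted p = 4.44e-06). It was 5.78 for *Solyc10g079380.2*, whose mock libraries were all under the floor of 3 fragments, so that the Torin2 mean of 5.97 FPKM was at least 60.1-fold higher than that floor. *Solyc04g071590.3*, named *ASR3*, rose by 5.77, from 0.821 to 50.7 FPKM, and *Solyc01g100390.3*, described as a vacuolar proton pump, by 5.38, from 0.121 to 8.36 FPKM. *Solyc09g091670.3*, named *PDR1*, rose by 4.89, from 0.0321 to 3.83 FPKM. All 4 Torin2 libraries were above all 4 mock libraries for each of these genes, which the rule for naming them required.

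The scaling of the libraries was tested with median-of-ratios, TPM and quantile scaling, and the lowest log2 fold change of the 5 genes was then 4.64. Gene length was tested by removing each library's trend with it, which left a lowest value of 4.31. The 2 kinds of libraries were tested by computing the change within each kind, where the lowest value was 4.64. None of these 3 explanations brought any of the 5 genes near the fold change cut-off. The pseudocount moved the values more, down to 2.22 for *Solyc09g091670.3* with 1 FPKM. The depth differed little between the conditions, with medians of 39500694 and 38521214 fragments. Fragments shared between near-identical gene copies were not examined, so that the rises cannot be told apart from such sharing.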

How the results depend on the processing

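The alternatives and the cut-offs were set before the data were examined, except those marked here as added. Of 679 values of the 31 named genes under an alternative, 603 kept their direction and their side of the cut-offs, 57 lost the call, 8 gained it and 11 changed direction. Of these 31 genes, 17 were the same under every alternative run. No gene past both cut-offs passed them in the opposite direction under any refitted alternative. The cause of the changes below was not tested, except where a value is given for it in the other parts.

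Upregulated genes numbered 1186, and 642 with a pseudocount of 1 FPKM, 769 with TPM, 736 with quantile scaling, 501 at an adjusted p under 0.01, 52 with limma's treat, 763 with the added replicate block and length trend removal, and from 669 to 1560 across the 8 fits that each left out 1 library. Downregulated genes numbered 671, and 444 with a pseudocount of 1 FPKM, 1134 without a fold change cut-off, 426 at an adjusted p under 0.01, 115 with treat and 1043 with the added limma-voom fit. The total of 1857 became 1086 with a pseudocount of 1 FPKM, 2816 without a fold change cut-off, 927 at an adjusted p under 0.01 and 167 with treat, and ranged from 1161 to 2218 across the fits that left out 1 library. With the added covariate for the kind of library, the total was 2274, with 1502 upregulated and 772 downregulated genes. The kinds were taken from these same libraries, so that this covariate lowers the remaining variance by construction. Of the 1086 genes with a pseudocount of 1 FPKM, 1085 were among the 1857; median-of-ratios scaling shared 1450 of its 1772 genes with them.

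With the replicate number as a block (a paired fit, replicate block), 1235 genes were upregulated and 674 downregulated, against 1186 and 671 without it, and 1799 of the 1909 were the same genes. The deviations of same-numbered libraries from their condition means correlated at 0.0368 on average over the genes tested, and those of other pairs across conditions at -0.0118. Single same-numbered pairs ran from -0.38 to 0.40.

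The direction reversed for a pair of genes with changes near 0. *SlAspAT5*, 0.02, became -0.11 with median-of-ratios scaling, -0.092 with the added length trend removal with or without the replicate block, -0.13 with limma-voom, and -0.13 to 0.13 with 1 library left out. *SlGDH*, 0.10, became -0.031 with median-of-ratios scaling, -0.053 with limma-voom, and -0.044 to 0.31 with 1 library left out.

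Of the translation genes, 15 passed both cut-offs, and 23 with limma-voom. For rRNA processing the 5 genes became 12 with median-of-ratios scaling, 9 with quantile scaling, 12 with limma-voom, and 4 to 12 with 1 library left out. For defense response the 20 genes became 12 with a pseudocount of 1 FPKM, 13 with TPM, 11 with quantile scaling, 12 with the length trend removal, 10 when this was joined with the replicate block, and 10 to 17 with 1 library left out. All 7 autophagy genes passed, and 4 with the length trend removal with or without the replicate block. For calcium-mediated signaling the 5 genes became 3 with a pseudocount of 1 FPKM, 3 with a mean of at least 1 FPKM, 3 with limma-voom, and 3 to 6 with 1 library left out. Only the median-of-ratios scaling and the pseudocount of 1 FPKM had been set for the terms beforehand.

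The paper's overlap was 0.814 times the chance overlap over the genes tested, 1.26 times over all genes listed and 0.932 times over genes with any value above 0. All cold-regulated genes were counted in each, so that the ratio falls with the size of the background by construction. In the readable part of the cold-regulated list, the ratio of 0.997 lay so close to 1 that most alternatives put it on the other side: 1.49 over all genes listed, 1.69 with a pseudocount of 1 FPKM, 1.1 with 0.01 FPKM, 1.12 with a mean of at least 1 FPKM, 1.1 with TPM, 1.28 with quantile scaling, 1.07 with the length trend removal, 1.12 when this was joined with the replicate block, 1.09 with limma-voom, and 0.856 to 1.31 with 1 library left out. Only the background had been set for this ratio beforehand. The share of the shared genes with the same direction was 80.0%, and ranged from 68.8% to 88.9% with 1 library left out. It passed a p of 0.05 (Fisher's exact test) with median-of-ratios scaling (88.9%), TPM (100%), quantile scaling (90.9%) and limma-voom (90.0%). It also passed with the length trend removal (100%), alone or joined with the replicate block. Of the fits that left out 1 library, those without mock replicate 2 and without Torin2 replicate 3 passed (88.9% each).

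Of the readable Table S2 genes, 72.2% passed both cut-offs. The share was 47.8% with a pseudocount of 1 FPKM, 67.1% with no filter, 61.8% with a mean of at least 1 FPKM, 81.7% with median-of-ratios scaling, 56.3% with TPM, 80.3% with the covariate for the kind of library, 69.2% with the length trend removal, 65.9% when this was joined with the replicate block, 85.7% with limma-voom, and 50.7% to 72.0% with 1 library left out.

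The test of gene families defined by annotation was not run. The count tests of edgeR and DESeq2 were not run. The deposited values are FPKM, but the recovered fragments, which limma-voom took as counts, would have allowed them. How far the choice of edgeR accounts for the differences from the paper was therefore not tested. Depth limits the genes with few fragments: *Solyc10g079380.2* was under 3 fragments in every mock library, so that its log2 fold change depends on the pseudocount, from 2.76 to 8.66 over the alternatives. With at most 28 fragments in any mock library, *Solyc12g088850.1* ran from 3.76 to 9.04, *Solyc09g091670.3* from 2.22 to 6.81 and *Solyc01g100390.3* from 3.05 to 6.54.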

Differences from the paper's values

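The paper reports 1092 downregulated genes, and 671 were found here. The gap fell within a factor of 1.5 under 4 of the 21 alternatives set before the data were examined: 934 genes with median-of-ratios scaling, 934 with quantile scaling, 794 without Torin2 replicate 2 and 1134 without a fold change cut-off. The other 17 did not close it. Among alternatives chosen after seeing the values, 1043 genes were found with limma-voom on the recovered fragments, 891 with each library's trend with gene length removed, 848 when this was joined with the replicate block and 772 with the kind of library as a covariate.

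For *Solyc06g060900.1* the paper's log2 fold change is -8.61, against -7.39 here, and none of the 18 alternatives set before the data were examined closed the gap. Of its Torin2 libraries, 3 are at 0 and 1 holds 4 fragments, so that the value depends on the pseudocount, and pseudocounts of 1 and 0.01 FPKM gave -4.51 and -9.98, on either side of the paper's value. A pseudocount of 0.01 FPKM closed the gap for *Solyc11g007220.2* (the paper's -7.98 against -6.89, and -8.38 under that setting), *Solyc11g007210.3* (the paper's -7.78 against -6.84, and -8.05), *Solyc05g055320.3* (the paper's -7.62 against -6.74, and -7.71) and *Solyc09g091670.3* (the paper's 6.74 against 4.89, and 6.61), and none of the other 17 did. For *Solyc01g100390.3* the paper's value is 6.01, against 5.38 here. It was 6.54 with a pseudocount of 0.01 FPKM, 5.48 without mock replicate 1, 5.67 without mock replicate 2 and 5.51 without Torin2 replicate 3, each within the spread of the replicates from the paper's value, and the other alternatives did not close the gap. With limma-voom, chosen after seeing the values, these 6 genes had log2 fold changes of -8.83 (*Solyc06g060900.1*), -8.39 (*Solyc11g007220.2*), -8.09 (*Solyc11g007210.3*), -7.91 (*Solyc05g055320.3*), 6.81 (*Solyc09g091670.3*) and 6.47 (*Solyc01g100390.3*).

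In Table S3 the paper lists 11 genes of ribosomal large subunit assembly, and 7 of them passed both cut-offs here. It lists 13 genes of rRNA processing, of which 5 passed. Of the 2 alternatives set for these counts before the data were examined, median-of-ratios scaling closed both gaps, with 9 and 12 genes, and a pseudocount of 1 FPKM closed neither. Settings tried for these counts only after seeing the values also brought them within a factor of 1.5. For ribosomal large subunit assembly they were limma-voom with 10 genes, the fits without mock replicate 1 and without Torin2 replicate 2 with 9 each, and those without mock replicate 3 and without Torin2 replicate 3 with 8 each. For rRNA processing they were limma-voom with 12, quantile scaling with 9, and the fits without Torin2 replicate 2 with 12 and without mock replicate 3 with 11.

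The paper lists *RAPTOR1* among the upregulated genes with a log2 fold change of 1.24. Here it was 1.02 with a limma adjusted p of 0.091, which ranged from 0.0223 to 0.24 over the alternatives. It passed both cut-offs with no filter on low values, with a variance without trend, and, among the settings chosen after seeing the data, with the covariate for the kind of library and with limma-voom. Of the 1186 genes upregulated here, 360 are not in the paper's Table S2, and their median log2 fold change was 1.08. Limma-voom called 35 of these 360. With median-of-ratios scaling, 68 upregulated genes were not in Table S2, so that most such calls depended on the scaling or the test. The median difference in log2 fold change, Table S2 minus here, was -0.14, and -0.015 with median-of-ratios scaling. Of the 628 downregulated genes within the readable range, 12 are not in Table S2. The paper calls its overlap with cold-regulated genes noteworthy. The ratio of the paper's 415 shared genes to chance was 1.26 over all genes listed, 0.932 over the 25571 genes with any value above 0 and 0.814 over the genes tested here. The first background holds genes that could not have been Torin2-regulated, which understates chance. The narrower ones leave out part of the cold-regulated genes, all of which were counted, which overstates chance, so that these ratios do not show an overlap under chance.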

Other observations

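All tests in this part were chosen after the results were seen. The 8 libraries can be split into 4 and 4 in 35 ways, of which 8 part all 4 same-numbered pairs. Of these 8 splits, 1 gave as many as 1857 genes past both cut-offs, the real split by treatment. The other 7 gave 0 genes, with between 124 and 4542 genes at an unadjusted p under 0.05. With 8 splits the share cannot go under 0.05. Over all 35 splits, the others of which leave some same-numbered libraries together, the real one was again the 1 with as many genes. Among those others, the one by the kinds of libraries, which parts 2 such pairs, gave 614 genes, and no other gave more than 1. The kinds were set from these same libraries, so that a high number for this split was likely beforehand.

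The paper does not report the 2 kinds of libraries. The first kind (mock replicates 1 and 2, Torin2 replicates 2 and 4) and the second held 53.6% of the variance within conditions on the first component. The differences between the kinds were alike in both conditions, with a Spearman's rho of 0.56 between them across genes. The kinds were set by the first component over both conditions, so that such likeness was partly built in. The same holds for the number of genes that differ between the kinds. For the 9284 genes of at least 10 FPKM, the rho of these differences with gene length was -0.71 in the mock and -0.66 in the Torin2 libraries. Once each library's trend with gene length was removed, the number of genes past both cut-offs between the kinds went from 614 to 0, and the number with an unadjusted p under 0.05 from 9355 to 3460. The variance between the kinds was then 53.3% of that before, and the first component within conditions still parted all 8 libraries by kind, so that the trend with length does not account for all of the difference. The depth did not separate the kinds: the lowest depth of the first kind, 38218525 fragments, was 0.959 times the highest of the second, and the depths of the first kind lay within the range of the second. The share of fragments in the 10 genes with the most followed the kinds, with 5.63% to 6.91% in the first and 8.59% to 12.0% in the second. A single factor per library for such a difference (median-of-ratios scaling) left 48.9% of the remaining variance on the first component. The number of genes past both cut-offs between the kinds was then 1122, against 614 before, and the number with an unadjusted p under 0.05 went from 9355 to 5237. The variance between the kinds was 82.6% of that before, so that such a factor did not remove the difference. Libraries with the same replicate number did not deviate together as a rule. Their mean correlation was 0.0368, with single pairs from -0.38 to 0.40. A gene length bias of the libraries may therefore lie behind part of the difference between the kinds. The labels give no condition that parts them, and no biological explanation was tested.

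Long genes were higher with Torin2. The median log2 fold change was 0.56 in the decile of the longest genes, 0.25 in the decile of the shortest (up to 450 bp) and -0.04 in the third decile, 744 to 973 bp. Spearman's rho of log2 fold change and length across genes was 0.17. It was positive in 12 of the 16 pairs of a Torin2 and a mock library, and in all 8 pairs of the same kind, where it ranged from 0.0589 to 0.241. Between libraries of one condition it reached 0.494 in size across the kinds, and 0.0221 to 0.0884 in the 4 pairs of the same kind. Most of the 8 pairs of a Torin2 and a mock library of the same kind thus exceeded the pairs within a condition and kind, which speaks against trends of single libraries within a kind. With 2 libraries per kind and condition, a gene length bias of single libraries could still not be excluded for all 8 pairs.

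*SlTOR* itself rose from 1.88 ± 0.517 to 4.20 ± 0.762 FPKM (SD, n = 4), a log2 fold change of 1.14 (limma adjusted p = 0.018). It was 1.06 within the first kind of libraries and 1.22 within the second, and the gene passed both cut-offs in 5 of the 8 fits that left out 1 library. An exact two-sided permutation test gave p = 0.0286, the smallest p possible. The gene is 7952 bp long, and the 33 genes at least as long had a median log2 fold change of 0.68. With each library's trend with length removed, the change was 0.44 (limma adjusted p = 0.0463, and from 0.000431 to 0.0684 over the alternatives). Gene length may therefore account for more of the rise of *SlTOR* than the 0.44 that remains, whether or not the rise of long genes is technical. Another long gene, *Solyc01g109080.3*, which Table S2 names *TOR* but describes as SMG1, went from 1.18 (limma adjusted p = 0.0385) to 0.40. Before the removal it passed both cut-offs in 1 of the 8 fits that left out 1 library. After it, the limma adjusted p was 0.171.

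The genes of the 4 growth-related terms were shorter, with a median length of 962 bp, than the 51 defense-related genes, with 1383 bp. After removal of the trend with gene length, 30 of the 47 growth-related genes passed both cut-offs, against 26 before, and 33 of the 51 defense-related genes, against 45 before. The median log2 fold change went from -1.11 to -1.10 for translation and from -1.14 to -1.13 for ribosomal large subunit assembly. It went from -1.16 to -1.28 for ribosomal large subunit biogenesis and from -0.98 to -1.01 for rRNA processing. These values argue against a gene length bias behind the falls, for the readable genes of these 4 terms. The median of defense response went from 1.27 to 1.08 and that of autophagy from 1.27 to 1.00. For calcium-mediated signaling the median went from 1.496 to 1.39, with 5 genes past both cut-offs before and 4 after. For response to wounding it went from 1.843 to 1.802, with 14 of 16 genes past both cut-offs before and after. The wounding values argue against a gene length bias behind the rises of these genes as a set, although *Solyc08g077420.3* went from 1.212 to 0.629. For defense response, autophagy and calcium-mediated signaling, chosen like the others for their change in the same libraries, such a bias cannot be excluded.

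The largest falls were in *Solyc06g060900.1*, with a log2 fold change of -7.39, *Solyc11g007220.2*, with -6.89, *Solyc11g007210.3*, with -6.84, *Solyc05g055320.3*, with -6.74, and *Solyc12g049170.2*, with -6.50. Table S2 describes *Solyc11g007220.2*, *Solyc11g007210.3* and *Solyc05g055320.3* as peroxidases. Falls by more than 4, which is 16-fold, were measured in 35 genes with a mean of at least 1 FPKM. If synthesis stopped at the start of the 120 min that the paper states, a fall by 4 needs a half-life of at most 30 min, and the largest fall one of at most 16.2 min. This last value depends on the pseudocount, since the Torin2 libraries of *Solyc06g060900.1* hold 4 fragments in all and its log2 fold change ran from -9.98 to -4.51 over the alternatives. A longer exposure than the paper states could also give such falls, as could transcripts with half-lives under 30 min. No half-lives were used here, so that these explanations cannot be told apart, and the labels give no time.

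The ratio of the paper's overlap to chance ran from 0.676 to 1.26 over 4 backgrounds. All cold-regulated genes were counted in each background, also those outside it, so that the ratio falls with the size of the background by construction and the low ratios are no evidence of an overlap under chance. In the readable range, where the cold-regulated genes outside the background could be left out, the ratio was 1.49 over all genes listed, 0.997 over the genes tested and 1.12 with a mean of at least 1 FPKM, from 10 shared genes each time. Whether the 415 shared genes exceed chance cannot be decided from these values. Of 350 readable identifiers in that list, 299 matched a listed gene exactly and 330 without the version suffix. Among the genes compared in Table S4, 3 were Torin2-regulated in Table S2 and cold-regulated under another version suffix, and were listed apart: *Solyc01g006170*, *Solyc01g006660* and *Solyc01g079470*, all lower in both. A mismatch of suffixes may thus have kept these 3 genes out of the overlap. These names were chosen after their values were seen. Under the heading for Torin2-repressed and cold-induced genes, 8 readable genes have both fold changes, and 2 of them have the directions of the heading. Under the other headings, all readable genes with both fold changes have the directions of their heading.

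Cold-regulated genes were few among the strongest falls. Of the 204 genes that Table S4 gives with the strongest falls under Torin2, down to the paper's log2 fold change of -2.48, 3 were also cold-regulated (1.47%), against 204 of the other 888 repressed genes (23.0%). Fisher's exact test, two-sided, gave p = 7.01e-17. All 3 were cold-induced, and 2 of them lie beyond the range in which the cold-regulated lists could be read. Within that range lie 11 of the 204 genes, of which 1 has a cold value, and 0 of the other 10 are in the cold-regulated lists. For the rest, the completeness of the cold values was not checked, so that the difference cannot be told apart from an incomplete list, and genes are not independent replicates.

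At 25 °C, several genes that the paper measures at 4 °C differed between the conditions. The paper's plants at 4 °C were also older and were sprayed with a higher dose, so that temperature is not the only difference. *SlPGH1* fell from 183 ± 43.0 to 88.1 ± 32.8 FPKM (SD, n = 4), a log2 fold change of -1.10 (limma adjusted p = 0.0166), and it passed both cut-offs in 4 of the 8 fits that left out 1 library. *SlPFK2*, *SlPFK7* and *SlGAPC* rose by 1.20, 1.28 and 1.81, and *SlCS2* and *SlAlaAT2* by 1.15 and 1.40, all past both cut-offs. Of the 8 fits that left out 1 library, *SlPFK2* passed in 4 and *SlCS2*, whose conditions overlapped, in 2. *SlPFK7*, *SlGAPC* and *SlAlaAT2* passed in all 8. *SlGAPC* was low, with means of 0.358 FPKM in mock and 1.52 FPKM in Torin2, and 10 to 15 fragments per mock library. With a pseudocount of 1 FPKM, *SlPFK2*, *SlGAPC* and *SlCS2* lost the call, with 0.90, 0.88 and 0.72. *SlPFK7* and *SlAlaAT2* kept it. *SlGLN1;1*, with -1.08, passed both cut-offs over all libraries and in 6 of these 8 fits. The paper's Table S2 already lists it and each of the genes above with the same sign, among them *SlPGH1* with -1.24. *SlADC2* rose by 0.93 (limma adjusted p = 0.0126), under the fold change cut-off. *SlICS1*, *SlOTC*, *SlAspAT1*, *SlAspAT5*, *SlGDH* and *SlSHM4* did not pass both cut-offs, with log2 fold changes from -0.85 to 0.51. The limma adjusted p depended on the setting, from 0.00139 to 0.19 over the alternatives for *SlSHM4*, 0.00288 to 0.545 for *SlAspAT1* and 0.0465 to 0.653 for *SlOTC*, with the lowest values for *SlSHM4* and *SlOTC* under the added covariate for the kind of library, where that of *SlAspAT1* was under 0.05 as well. *SlSHM4* passed both cut-offs with quantile scaling, with limma-voom and without Torin2 replicate 2. *SlACTIN7*, the reference gene of the paper's RT-qPCR, changed by -0.29 (limma adjusted p = 0.438, and from 0.00387 to 0.789 over the alternatives).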
